# Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways

**DOI:** 10.1371/journal.pgen.1009573

**Published:** 2021-05-20

**Authors:** Bin He, Jie Xu, Shanshan Pang, Haiqing Tang

## Abstract

Coordinated regulation of stress response pathways is crucial for cellular homeostasis. However, crosstalk between the different stress pathways and the physiological significance of this crosstalk remain poorly understood. In this study, using the model organism *C*. *elegans*, we discovered that suppression of the transcription factor LET-607/CREBH, a regulator of cellular defense and proteostatic responses, triggers adaptive induction of DAF-16-dependent stress responses. Suppression of LET-607 improves stress resistance and extends *C*. *elegans* lifespan in a DAF-16-dependent manner. We identified the sphingomyelin synthase SMS-5 to be a central mediator in the communication between LET-607 and DAF-16. SMS-5 reduces the contents of unsaturated phosphatidylcholine (PC), which activates DAF-16 through ITR-1-dependent calcium signaling and calcium-sensitive kinase PKC-2. Our data reveal the significance of crosstalk between different stress pathways in animal fitness and identify LET-607/CREBH and specific PC as regulators of DAF-16 and longevity.

## Author summary

In order to cope with stresses, cells have evolved complex and elegant adaptive mechanisms, which are also referred to as stress responses. Central to these responses are core transcription factors. It is widely hypothesized that interruption of one key stress response pathway could compromise overall cellular function and survival. In order to avoid such an issue, stress response pathways communicate with each other. A defect in one pathway may adaptively activate other pathways, thus restoring homeostasis and increasing fitness. However, how these pathways communicate is largely unexplored. In this study, we unraveled crosstalk between the LET-607 and DAF-16 pathways in *C*. *elegans*. Suppression of LET-607, a regulator of defense and proteostatic responses, was shown to adaptively activate DAF-16, which is a crucial regulator of general stress responses. This crosstalk was shown to be vital for animal fitness, as suppression of LET-607 extends lifespan in a DAF-16-dependent manner. Intriguingly, loss of LET-607 results in increased levels of the sphingomyelin synthase SMS-5, which metabolizes membrane lipid PC. Consequently, the reduction in PC causes activation of DAF-16 via membrane-located calcium channel ITR-1 and calcium-sensitive kinase PKC-2. This study identifies a novel crosstalk between stress response pathways, which is potentially significant in animal longevity.

## Introduction

In order to defend against environmental and cellular stresses, animals have evolved complex stress response pathways. Disturbance of these pathways leads to compromised cellular homeostasis and aging [1]. Stress responses typically activate in different parts of the cell, which are controlled by core transcription factors. These transcription factors each regulate a specific subset of genes that enable the cell to cope with compartment-specific stresses. Importantly, many stresses, such as heat and pathogens, can damage several cellular compartments. In order to cope with this, multiple stress response pathways must be activated simultaneously. Notably, Interruption of one stress response pathway could cause deleterious effects on other parts of the cell and as a result influence overall cellular homeostasis [2,3]. Therefore, disturbing one stress pathway may induce adaptive stress responses in other parts of the cell. This hypothesis has been corroborated by recent research investigating the communication between mitochondrial and cytosolic proteostatic response pathways. Specifically, mitochondrial stress has been shown to activate several homeostatic pathways in the cytosol to restore the cellular homeostasis [4–7]. Other than research into proteostatic pathways, little is known about whether and how stress pathways communicate to enable overall cellular homeostasis and animal fitness.

The endoplasmic reticulum (ER) is the main site for protein folding and lipid biosynthesis and a key organelle for cellular stress responses. One such response is the unfolded protein response (UPR), which restores proteostasis upon ER stress [8]. ER-resident transcription factors play a crucial role in ER stress responses. In mammals, CREBH is an ER-bound transcription factor and a member of the CREB3 family. Upon ER-stress, CREBH is activated and transits to the Golgi. It is subsequently cleaved by the proteases, after which the cleaved N-terminal fragment translocates to the nucleus, where it activates downstream target genes [9]. This process is known as regulated intramembrane proteolysis (RIP) [10]. CREBH activation promotes the expression of various inflammatory factors and iron-regulatory hormone hepcidin [9,11]. This links ER stress to cellular defense responses.

In this study, we used model organism *C*. *elegans* to study LET-607, the *C*. *elegans* ortholog of mammalian CREBH. This investigation revealed crosstalk between LET-607 and the cytosolic DAF-16 stress pathways. We showed that unlike mammalian CREBH, LET-607 is located in the nucleus and not on the ER. However, LET-607 regulates cellular defense genes as well as UPR genes like CREBH, thus indicating their functions may be conserved. In addition, suppression of LET-607 induces an adaptive activation of DAF-16, which is a master regulator of cytosolic stress responses in *C*. *elegans*. This activation results in improved animal health and longevity. We further uncovered the underlying mechanism of this crosstalk, involving the sphingomyelin synthase SMS-5, the membrane lipid PC, the ER-resident calcium channel inositol *1*,4,5-trisphosphate receptor (ITR-1) and the calcium-dependent kinase PKC-2. Together, these results delineate a cellular mechanism linking different stress response pathways and highlight its importance in animal longevity.

## Results

### LET-607 regulates multiple stress responses

Previously, we showed that constant activation of defense responses promotes *C*. *elegans* longevity [12]. In order to identify additional defense regulators, RNAi screening of the *C*. *elegans* transcription factor library was performed using the immune reporter *T24B8*.*5p*::GFP [13]. This identified *let-607* as a positive regulator of *T24B8*.*5p*::GFP (Fig 1A), which is consistent with the role of mammalian CREBH in innate immunity [9]. *let-607* RNAi arrested the development of *C*. *elegans*. In order to ensure animal development into adult, diluted *let-607* RNAi (1:5) was used. This reduced the *let-607* mRNA levels by about 75% (S1A Fig).

**Fig 1:**
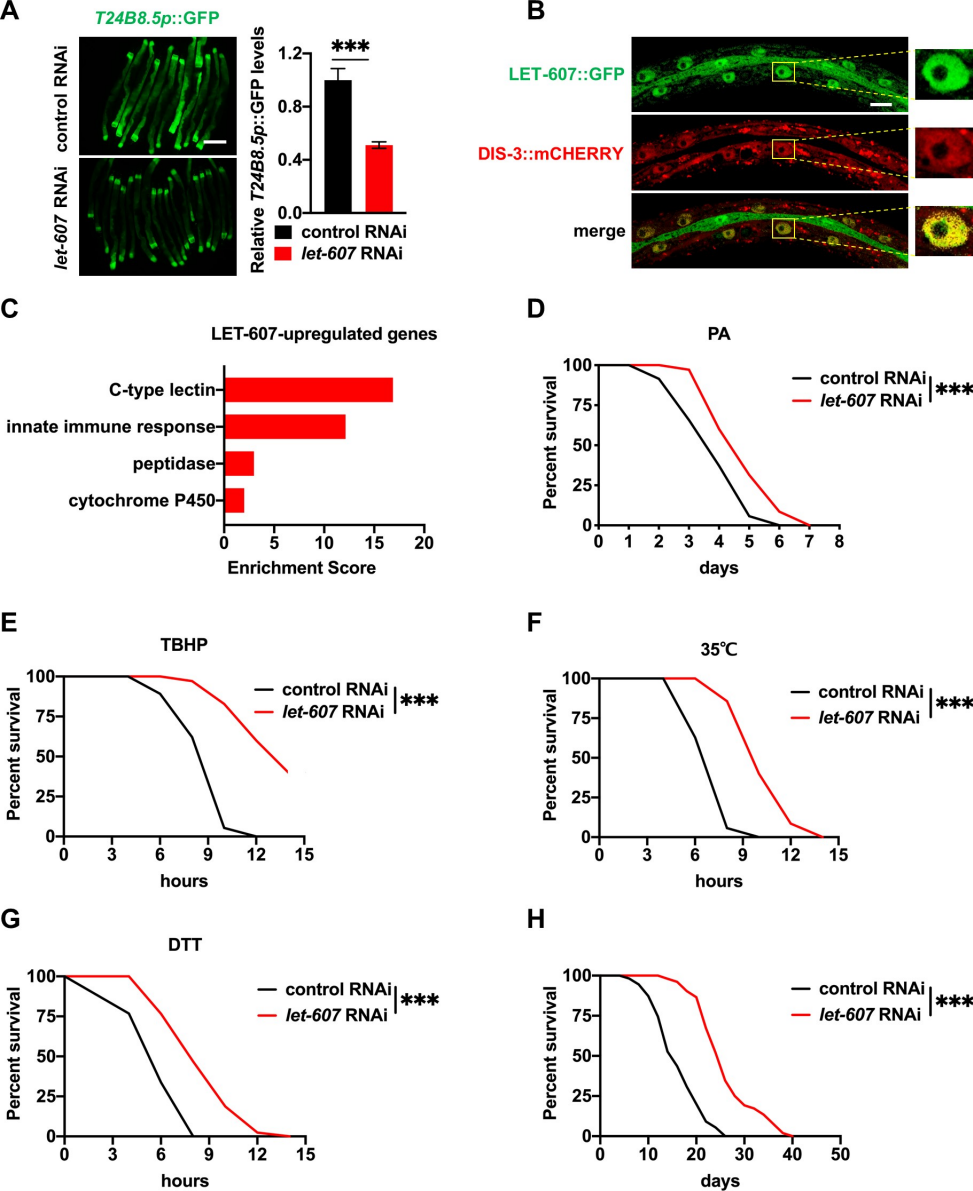
LET-607 regulates stress responses. (A) Effects of *let-607* RNAi on *T24B8*.*5p*::GFP expression at 25°C. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (B) Nuclear expression of LET-607::GFP. LET-607::GFP overlap with DIS-3::mCHERRY in the nucleoplasm. Scale bar = 10 μm. (C) Functional classification analysis of genes upregulated by LET-607. (D-G) Effects of *let-607* RNAi on pathogen resistance (D), TBHP resistance (E), 35°C heat stress resistance (F) and DTT resistance (G). (H) Effects of *let-607* RNAi on *C*. *elegans* lifespan. Data were presented as mean ± SEM. *** p < 0.001 versus empty vector controls.

The mRNA expression of *let-607* is induced by ER stress [14], however its physiological functions in *C*. *elegans* remain largely unknown. Via the construction of a GFP-fused translational reporter LET-607::GFP, it was unexpectedly determined that LET-607 mainly localized in the nucleus, not on the ER membrane (Fig 1B). We further examined the colocalization of LET-607::GFP with DIS-3::mCHERRY. DIS-3 is a component of *C*. *elegans* nuclear RNA exosome complex that is enriched in the nucleoplasm but not in the nucleoli [15]. It was identified that LET-607::GFP overlapped well with DIS-3:: mCHERRY specifically in the nucleoplasm (Fig 1B). Protein sequence analysis showed that there was 40% homology between the transmembrane domains of LET-607 and CREBH (S1B Fig). These domains are critical for ER localization and differences in these domains may explain the nuclear localization of LET-607. This finding is also consistent with the localization of the *Drosophila* ortholog of CREBH, which lacks a transmembrane domain [16].

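Gene expression was measured by RNA sequencing of whole L4 worms kept at 20 °C, in 3 libraries from worms fed control RNAi bacteria and 3 libraries from worms fed let-607 RNAi bacteria mixed as 1 part to 5 parts of control bacteria. The authors aligned the reads of stranded mRNA libraries to the WBcel235 genome with TopHat, estimated expression with Cufflinks, and deposited the measure FPKM (fragments scaled for transcript length and for the mapped fragments of the library) of each gene in each library, rounded to 2 decimals. The values hold no read counts, so the depth of each library is unknown. They cover 46778 genes, of which 46603 matched the WormBase identifiers of Ensembl annotation release 115. The groups were compared with limma (linear models with moderated statistics) on log2(FPKM + 0.1), with no further scaling between libraries, for the 15453 genes with a mean of at least 0.5 FPKM over the 6 libraries. A gene passed with a Benjamini-Hochberg adjusted p under 0.1 and an absolute log2 fold change above 1, which is the paper's fold change of 2. The libraries are grouped by their labels. let-607 (WBGene00002783), the target of the RNAi, lies on chromosome I from 6574004 to 6585510 on the plus strand. Its expression was 69.1, 57.1 and 57.3 FPKM in the control libraries and 71.0, 76.2 and 77.9 FPKM in the libraries labelled let-607 RNAi. The mean was 61.2 ± 6.85 FPKM (SD, n = 3) in the control libraries and 75.0 ± 3.64 FPKM (SD, n = 3) in the let-607 RNAi libraries. The log2 fold change of let-607 was 0.30 (standard error 0.08, adjusted p = 0.034 from limma), so its mRNA was not lower in the libraries labelled let-607 RNAi. In the deposited FPKM, every let-607 RNAi library lay above every control library for this gene. The two-sided exact permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. After median-of-ratios scaling between libraries, which moved this result most, the log2 fold change was 0.18 and the adjusted p from limma was 0.151. This scaling divides the first control library by 0.9666 and the first let-607 RNAi library by 1.0384, so that the groups then overlap for let-607. T24B8.5 (WBGene00011979), the immune gene behind the reporter of Fig 1A, lies on chromosome II from 9082626 to 9083193 on the minus strand. It fell from 32.0 ± 2.51 FPKM to 3.52 ± 1.30 FPKM (SD, n = 3 each), a log2 fold change of -3.20 (standard error 0.24, adjusted p = 0.00019 from limma).

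**Figure D1:**
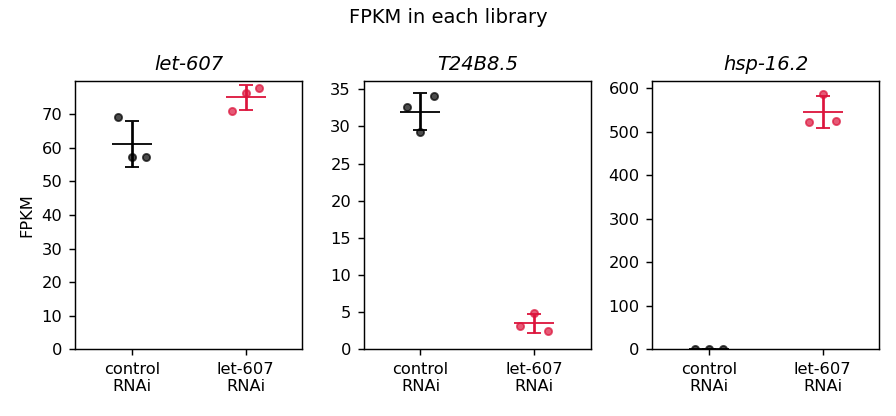
FPKM of let-607, T24B8.5 and hsp-16.2 in each of the 6 libraries (points), with the mean and SD of each group of 3 libraries. For let-607 the libraries labelled let-607 RNAi lie between 71.0 and 77.9 FPKM, above the 3 control libraries.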

Next, the function of LET-607 was examined by collecting control RNAi and *let-607* RNAi-treated worms for RNA-sequencing analysis. This identified 860 genes regulated by LET-607, of which 316 were upregulated and 544 were downregulated (S1 Table). 

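Of the 15453 genes tested, 579 passed as higher and 216 as lower in the libraries labelled let-607 RNAi than in the control libraries. The 3 libraries of one group lay entirely above or below the 3 of the other for 561 of the genes that passed as higher and for 206 of those that passed as lower. The groups were separated in this way for 7591 genes (49.1%) of all genes tested, where 10% would be separated by chance. The split between directions moved with the scaling between libraries. The deposited FPKM gave 72.8% of the passing genes as higher, against 76.7% (637 higher and 193 lower) after rescaling to TPM, 63.5% (462 higher and 266 lower) after median-of-ratios scaling and 58.4% (407 higher and 290 lower) after quantile normalization. The median log2 fold change of all genes tested was 0.12 in the deposited FPKM, so that a gene at the median of all genes appears slightly higher after let-607 RNAi. The largest increases among genes without overlap between the groups were those of the small heat shock genes on chromosome V. hsp-16.2 (WBGene00002016, 1804334 to 1804957) rose from 0.507 ± 0.200 FPKM to 545 ± 36.8 FPKM (SD, n = 3 each), a log2 fold change of 9.87 (standard error 0.25, adjusted p = 3.06e-06 from limma). hsp-16.41, hsp-16.1 and a pair of genes listed as hsp-16.48 with identical values followed, with log2 fold changes of 9.84, 9.39 and 7.91. Among genes that fell, ZK858.10, annotated as a small nucleolar RNA, had a mean of 19.1 ± 3.25 FPKM (SD, n = 3) in the control libraries and was listed at 0 in all 3 let-607 RNAi libraries. C37A5.11 had a mean of 9.14 ± 7.11 FPKM (SD, n = 3) in the control libraries and was also listed at 0 in all 3 let-607 RNAi libraries. A value of 0 in some library beside a mean of at least 5 FPKM in the others occurred in 172 genes, of which 21 passed. pud-1.2 on chromosome V (2322038 to 2322566) fell from 3312 ± 276 FPKM to 111 ± 29.9 FPKM (SD, n = 3 each), a log2 fold change of -4.93 (standard error 0.18, adjusted p = 1.1e-05 from limma). Its neighbors pud-4 and pud-2.2 had log2 fold changes of -4.79 and -4.75.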

Genes which were decreased by *let-607* RNAi were classified as upregulated by LET-607. Functional analysis revealed these genes were enriched in immune and detoxification responses (Fig 1C). These upregulated genes included C-type lectins and innate immunity genes, which are known to play a key role in pathogen defenses. These findings are again consistent with the function of mammalian CREBH. In addition, cytochrome P450, which mediates detoxification response, and peptidases, which are critical for cellular proteostasis, were also upregulated. 

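Gene families were defined by gene symbol and compared with all genes tested by two-sided Fisher's exact tests, adjusted over 8 tests (4 families, each for genes that passed as lower and as higher). Of 120 C-type lectin genes (clec) tested, 20 passed as lower after let-607 RNAi, an odds ratio of 15.4 (adjusted p = 2.31e-15). A further 11 passed as higher (odds ratio 2.62, adjusted p = 0.0072). For those that rose, the adjusted p was 0.05 or above in 4 of 21 alternatives. With no minimum fold change their odds ratio was 0.818 (adjusted p = 0.375), so this excess depends on that threshold. The odds ratio among genes that fell stayed between 4.60 and 21.2 over the 15 alternatives that kept all 6 libraries. clec-218 (WBGene00020938, chromosome V from 8307942 to 8310766) fell from 11.0 ± 0.798 FPKM to 1.09 ± 0.184 FPKM (SD, n = 3 each), a log2 fold change of -3.22 (standard error 0.15, adjusted p = 2.96e-05 from limma). clec-31 and clec-209 had log2 fold changes of -2.30 and -2.02. The largest increases in the family were those of clec-60 (3.02), clec-168 (2.56) and clec-167 (2.45) on the log2 scale. Innate immune effector genes were taken as infection response genes, lysozymes, saposin-like proteins, antimicrobial peptides, thaumatins and T24B8.5. Of the 73 tested, 6 passed as lower (odds ratio 6.47, adjusted p = 0.00109) and 10 passed as higher (odds ratio 4.13, adjusted p = 0.000997). With no minimum fold change, the odds ratio among genes that rose was 0.705 (adjusted p = 0.28). Without the third let-607 RNAi library, the odds ratio among genes that fell was 3.14 and its adjusted p by Fisher's exact test was 0.0882. The 6 that fell include fipr-20, whose values were 0, 66.4 and 69.8 FPKM in the control libraries and 0 in all 3 let-607 RNAi libraries, so that the groups overlap. ilys-5 (WBGene00017691, chromosome X from 6533490 to 6536840), which encodes a lysozyme, fell from 3423 ± 168 FPKM to 1069 ± 65.1 FPKM (SD, n = 3 each), a log2 fold change of -1.68 (standard error 0.06, adjusted p = 8.48e-06 from limma). Among those that rose, cnc-4 had a log2 fold change of 4.63 and irg-1 of 2.66. fipr-18, which rose by 4.27 on the log2 scale, was at 0 FPKM in 2 of the 3 control libraries.

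**Figure D2:**
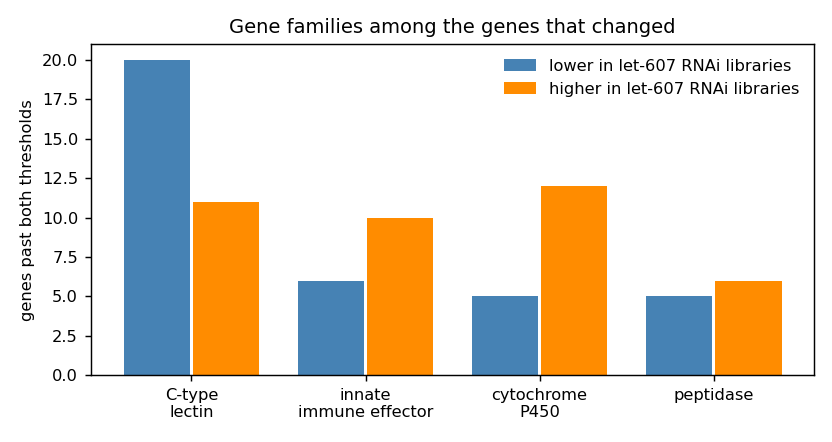
Number of genes of the C-type lectin, innate immune effector, cytochrome P450 and peptidase families that passed both thresholds, with one bar for those lower and one for those higher in the let-607 RNAi libraries. More C-type lectin genes passed as lower (20) than as higher (11), and more cytochrome P450 genes as higher (12) than as lower (5).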

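Of 52 cytochrome P450 genes (cyp) tested, 5 passed as lower after let-607 RNAi (odds ratio 7.66, adjusted p = 0.00124 by Fisher's exact test). They were cyp-25A1, cyp-35A5, cyp-35A3, cyp-14A2 and cyp-35D1, the last 2 of them named after their values were seen. With a pseudocount of 1 in place of 0.1, the odds ratio was 4.18 and its adjusted p was 0.101. In the deposited FPKM, no cyp gene that passed fell by more than 2 on the log2 scale. More genes of the family rose than fell, with 12 that passed as higher (odds ratio 7.85, adjusted p = 1.43e-06 by Fisher's exact test). cyp-35A5 (WBGene00019473, chromosome V from 3936326 to 3938597) fell from 9.30 ± 0.375 FPKM to 3.37 ± 0.650 FPKM (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.15, adjusted p = 0.000714 from limma). cyp-25A1 and cyp-35A3 had log2 fold changes of -1.52 and -1.27. cyp-33C8 rose by 3.03, cyp-13A8 by 2.47 and cyp-14A5 by 2.03 on the log2 scale. Peptidase genes were taken by symbol from the aspartic, cysteine, astacin, neprilysin, trypsin-like and other peptidase classes. Of the 104 tested, 5 passed as lower (odds ratio 3.62, adjusted p = 0.0175 by Fisher's exact test), namely asp-13, asp-14, cpz-1, cpr-6 and cpr-8, the last 2 named after their values were seen. After quantile normalization, the odds ratio was 2.67 and its adjusted p was 0.0527. In the deposited FPKM, none of the 5 fell by more than 2 on the log2 scale. A further 6 peptidase genes passed as higher (odds ratio 1.58, adjusted p = 0.289 by Fisher's exact test). cpz-1 (WBGene00000788, chromosome I from 2686640 to 2689429), a cysteine peptidase gene, fell from 1436 ± 27.1 FPKM to 542 ± 31.4 FPKM (SD, n = 3 each), a log2 fold change of -1.41 (standard error 0.05, adjusted p = 8.59e-06 from limma). asp-13 and asp-14 had log2 fold changes of -1.97 and -1.50. In the other direction, try-10 rose by 3.34, asp-17 by 1.86 and try-1 by 1.79 on the log2 scale. From these families among the decreased genes, together with its other results on stress responses, the paper proposes that LET-607 positively regulates genes of multiple stress responses, specifically the defense and proteostatic responses.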

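hsp-3 and hsp-4 encode the ER chaperones used as markers of the ER unfolded protein response (UPR). hsp-3 (WBGene00002007) lies on chromosome X from 6089028 to 6092124 on the minus strand. Its expression was 694 ± 37.3 FPKM (SD, n = 3) in the control libraries and 632 ± 14.6 FPKM (SD, n = 3) in the libraries labelled let-607 RNAi. The log2 fold change was -0.13 (standard error 0.05, adjusted p = 0.0624 from limma), or -0.26 relative to the median of all genes tested. hsp-4 (WBGene00002008) lies on chromosome II from 7350112 to 7352645 on the minus strand. Its expression was 359 ± 9.68 FPKM (SD, n = 3) in the control libraries and 476 ± 12.4 FPKM (SD, n = 3) in the let-607 RNAi libraries. Its log2 fold change was 0.41 (standard error 0.04, adjusted p = 0.000421 from limma), or 0.28 relative to the median of all genes tested. For both genes the difference between the means was larger than the spread between libraries, and the groups did not overlap. Neither gene reached an absolute log2 fold change of 1. The adjusted p of hsp-3 lay between 0.00798 and 0.177 over the 11 alternatives that kept all 6 libraries.

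**Figure D3:**
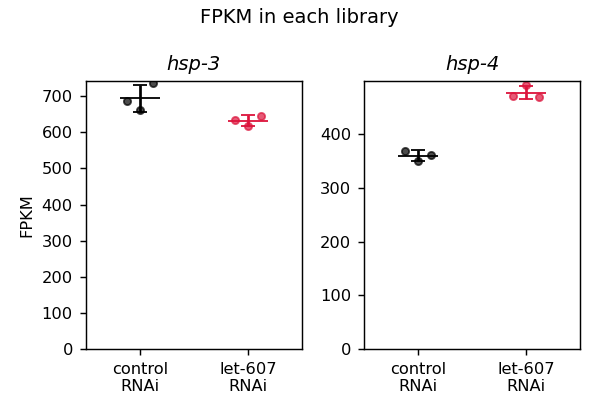
FPKM of hsp-3 and hsp-4 in each of the 6 libraries (points), with the mean and SD of each group of 3 libraries. The let-607 RNAi libraries lie below the control libraries for hsp-3 and above them for hsp-4.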

Intriguingly, as shown in S1 Table, the basal expression of the classic ER UPR genes, including *hsp-3* and *hsp-4*, was not significantly affected by *let-607* RNAi. However, ER stress-induced HSP-4 activation was suppressed by *let-607* RNAi (S1C Fig). This is in line with a previous finding suggesting that LET-607 binds to the promoter of *hsp-4* [17]. Together, these results indicate that LET-607 positively regulates genes involved in multiple stress responses, specifically the defense and proteostatic responses. This suggests LET-607 functions are in some part conserved with mammalian CREBH.

Next, the association between the identified genes and altered stress resistance was assessed. The stresses tested included *Pseudomonas aeruginosa* strain PA14-induced pathogen stress, tert-butyl hydroperoxide (TBHP)-induced xenobiotic stress, 35°C heat stress and dithiothreitol (DTT)-induced ER stress. Unexpectedly, although LET-607 positively regulated stress response genes, *let-607* RNAi increased *C*. *elegans* survival in response to all of the stresses tested (Fig 1D–1G), suggesting that *let-607* knockdown increases the fitness of *C*. *elegans* upon stress. In addition, TBHP and heat stress were used to test tissue specificity. It was identified that intestine-specific *let-607* RNAi improved animal stress resistance, whereas other tissue-specific RNAis (specifically germline, muscle and hypodermis) had no such effects (S1D–S1K Fig). As stress resistance is known to contribute to longevity [18], animal lifespan was measured. It was observed that *let-607* RNAi indeed significantly extended *C*. *elegans* lifespan (Fig 1H). Since *let-607* RNAi compromised animal development, the effects of post-developmental RNAi were also tested. The results showed that post-developmental treatment of *let-607* RNAi could still enhance stress resistance and extend lifespan (S1L–S1N Fig), suggesting that the effects of LET-607 in development and longevity may represent antagonistic pleiotropy. These data suggest that LET-607 negatively regulates animal stress resistance and longevity. Since stress resistance is determined by the outcome of multiple stress response pathways, we hypothesized that *let-607* RNAi might adaptively activate other pathways that together account for the enhanced stress resistance and longevity.

### LET-607 suppression activates stress response factor DAF-16

Previous studies have reported that pathogen resistance in *C*. *elegans* is governed by several cytosolic transcription factors including DAF-16 [19], HSF-1 [20] and SKN-1 [21,22]. Heat shock response is also controlled by HSF-1. Previously, *let-607* RNAi was shown to promote the expression of HSF-1 targets [23]. We speculated that *let-607* RNAi might activate the aforementioned factors and therefore enhance stress resistance. The results showed that the expression of the DAF-16 reporter MTL-1::GFP (Fig 2A) and the HSF-1 reporter *hsp-16*.*2p*::GFP [24] (S2A Fig) was increased by *let-607* RNAi. Contrastingly, the SKN-1 reporter *gst-4p*::GFP [25] was unaffected (S2B Fig).

**Fig 2:**
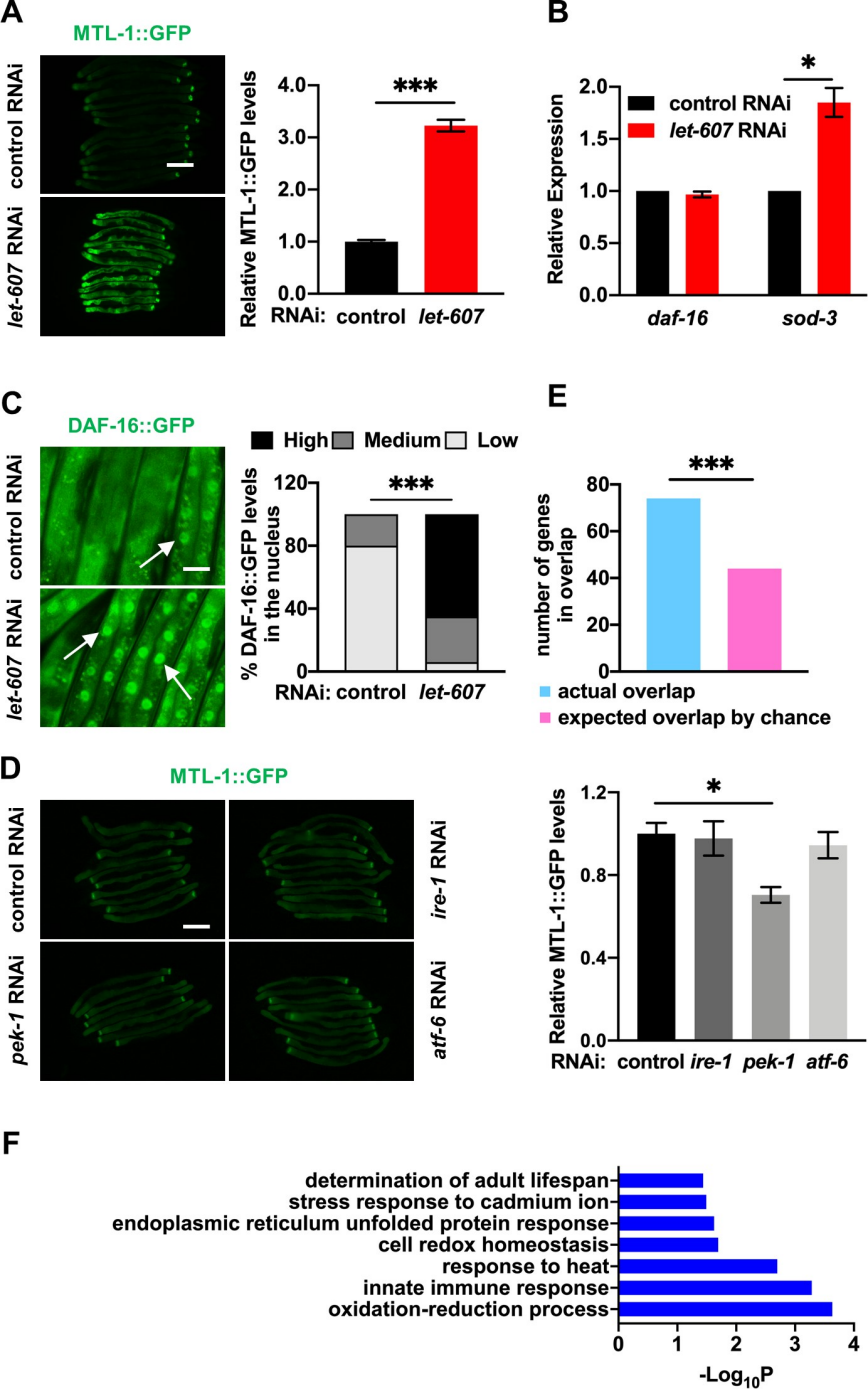
Suppression of LET-607 adaptively activates DAF-16. (A) Effects of *let-607* RNAi on MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (B) Effects of *let-607* RNAi on the mRNA expression of *daf-16* and *sod-3* as measured by qPCR. n = 3 per group. (C) Effects of *let-607* RNAi on DAF-16::GFP nuclear occupancy. Left panel, representative images. White arrow indicates the nuclear GFP signal. Right panel: semi-quantification data. Scale bar = 25 μm. Number of animals (n): control RNAi (85) and *let-607* RNAi (96). (D) RNAi of the ER UPR genes had no effects on MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (E) Number of genes that were induced by *let-607* RNAi and also DAF-16 class I target genes. *** p < 0.001 versus actual overlap. (F) GO term analysis of *let-607* RNAi-induced DAF-16 class I genes. Data were presented as mean ± SEM. * p < 0.05, *** p < 0.001.

We focused on DAF-16 in the following study. The induction of DAF-16 target genes was confirmed via use of another reporter, *sod-3p*::GFP (S2C Fig), and via *sod-3* mRNA expression (Fig 2B). The mRNA levels of *daf-16* were unchanged by *let-607* RNAi (Fig 2B). Upon activation, DAF-16 translocates to the nucleus. Indeed, enhanced nuclear occupancy of DAF-16 in *let-607* RNAi-treated worms was observed (Fig 2C). These findings suggest that suppression of LET-607 activates the cytosolic stress response factor DAF-16. As LET-607/CREBH could respond to ER stress [9,14] and regulate ER UPR genes [9] (S1C Fig), we further tested whether suppression of the classic ER stress response pathways could also activate DAF-16. This was investigated using RNAi of the ER UPR genes (*ire-1*, *pek-1* and *atf-6*). We found that despite suppressing downstream UPR genes as expected (S2D Fig), these RNAi did not affect MTL-1::GFP expression (Fig 2D). This suggests that suppression of LET-607 activates DAF-16 in a manner independent of ER UPR. Mammalian CREBH could be regulated by the core clock oscillator BMAL1 and glycogen synthase kinase 3β (GSK3β) [26]. However, knockdowns of the orthologs of these genes (*aha-1* and *gsk-3*) (S2E Fig) had no significant effects on MTL-1::GFP expression (S2F and S2G Fig), suggesting these genes may not be involved in DAF-16-induction. This is likely because of the nuclear localization of LET-607, whereas BMAL1 and GSK3β regulate ER-to-Golgi transport and subsequent proteolytic cleavage of CREBH [26]. In addition, PPARα has been reported to interact with CREBH to regulate target genes [27]. In this study, mutation of *nhr-49*, the functional ortholog of *pparα*, only marginally induced MTL-1::GFP expression in both control RNAi and *let-607* RNAi-treated animals (S2H Fig), suggesting NHR-49 is not involved in LET-607-mediated regulation of DAF-16.

Next, we predicted that *let-607* RNAi may also activate DAF-16-dependent stress response genes. Previously, a study classified DAF-16 responsive genes as 1,663 DAF-16-positive targets (class I) and 1,733 DAF-16-negative targets (class II) [28]. The identified *let-607* RNAi-induced genes were compared with the DAF-16 class I targets, and it was observed that 74 genes upregulated by *let-607* RNAi (13.6%) belonged to the DAF-16 class I targets (S1 Table). This percentage is significantly greater than what would be expected by chance (Fig 2E). This further supports the hypothesis that *let-607* RNAi regulates DAF-16. 

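S1 Table lists the genes shared between the let-607 RNAi-induced genes and the DAF-16 class I targets, and 71 of its 74 names matched a gene of the deposited values. Of these, 70 had a mean of at least 0.5 FPKM, and all 70 passed as higher in the libraries labelled let-607 RNAi. The groups did not overlap for 69 of them and overlapped for F58H7.5, which was named after its values were seen. The paper called these genes induced from the same libraries, so neither count is an independent test of their change. They made up 12.1% of the 579 genes that passed as higher. Their log2 fold changes ranged from 1.06 to 9.87, with a median of 1.82. The other 377 genes that S1 Table lists as upregulated and that were tested had a median of 1.71, and the medians did not differ by more than chance (two-sided permutation test over genes, p = 0.45). With only genes of a mean of at least 5 FPKM tested, all 37 of the shared genes that were left passed. The share of all class I targets among induced genes was not recomputed, since only the shared genes are listed. The paper gives this overlap as further support for its hypothesis that let-607 RNAi regulates DAF-16.

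**Figure D4:**
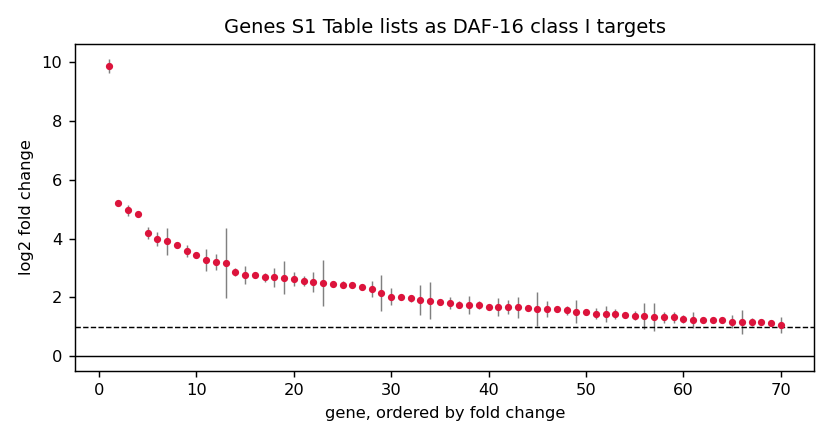
Log2 fold change, with its standard error, of each of the 70 genes shared with the DAF-16 class I targets, let-607 RNAi libraries against control libraries. The dashed line marks a log2 fold change of 1, and all 70 genes lie above it.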

Weicksel et al. used ChIP-seq analysis to identify genes possessing LET-607 binding sites within promoter regions. Here, we compared the above 74 overlapped genes with their findings and found only one gene contained LET-607 binding sites, suggesting LET-607 does not regulate these genes directly and likely functions via DAF-16. In addition, Gene Ontology (GO) analysis of the biological process revealed that these overlapped genes were enriched in several categories, including multiple stress responses, oxidation-reduction and lifespan determination (Fig 2F), consistent with the phenotype of the *let-607* knockdown. 

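Of the 70 shared genes tested, 2 have a heat shock (hsp) symbol (hsp-16.2 and hsp-70). By symbol, 4 are cytochrome P450 genes (cyp-13A5, cyp-13A12, cyp-14A1 and cyp-14A4), 2 are glutathione S-transferase genes (gst-5 and gst-7) and 4 are F-box A genes. Members of these families under other symbols were not counted. These members were named after their values were seen, and families were taken from gene symbols rather than from GO terms. After hsp-16.2, the largest increases were those of tbb-6, catp-3, cdr-4 and C49G7.7, all on chromosome V. tbb-6 (WBGene00006539, 12261531 to 12263368), a tubulin gene, rose from 4.63 ± 0.485 FPKM to 173 ± 16.9 FPKM (SD, n = 3 each), a log2 fold change of 5.20 (standard error 0.10, adjusted p = 1.21e-06 from limma). catp-3 rose by 4.96 and C49G7.7 by 4.19 on the log2 scale. cdr-4 (WBGene00010470, 12407366 to 12408625) rose from 32.9 ± 0.771 FPKM to 931.5 ± 32.9 FPKM (SD, n = 3 each), a log2 fold change of 4.82 (standard error 0.04, adjusted p = 3.38e-08 from limma).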

The adaptive induction of the DAF-16 downstream stress response genes may be the underlying mechanism conferring enhanced stress resistance in *let-607* RNAi-treated animals.

### LET-607 regulates stress resistance and longevity via DAF-16

Next, the role of DAF-16 in enhanced stress resistance was investigated in the *let-607* RNAi-treated animals. Mutation of *daf-16* abrogated or at least partially suppressed animal resistance to pathogenic and xenobiotic stresses (Fig 3A and 3B). However, in the case of *hsf-1* mutant animals, *let-607* RNAi enhanced the survival in the presence of these two stresses (S3A and S3B Fig). This suggests that resistance to pathogenic and xenobiotic stresses requires DAF-16. Contrastingly, enhanced heat stress resistance did not require DAF-16 (S3C Fig) but was in fact partially dependent on HSF-1 (S3D Fig). In summary, these data imply that in *let-607* knockdown animals, DAF-16 is mainly responsible for the defense response while HSF-1 contributes to the proteostatic response. This supports the notion that adaptive activation of other stress response pathways contributes to the enhanced stress resistance.

**Fig 3:**
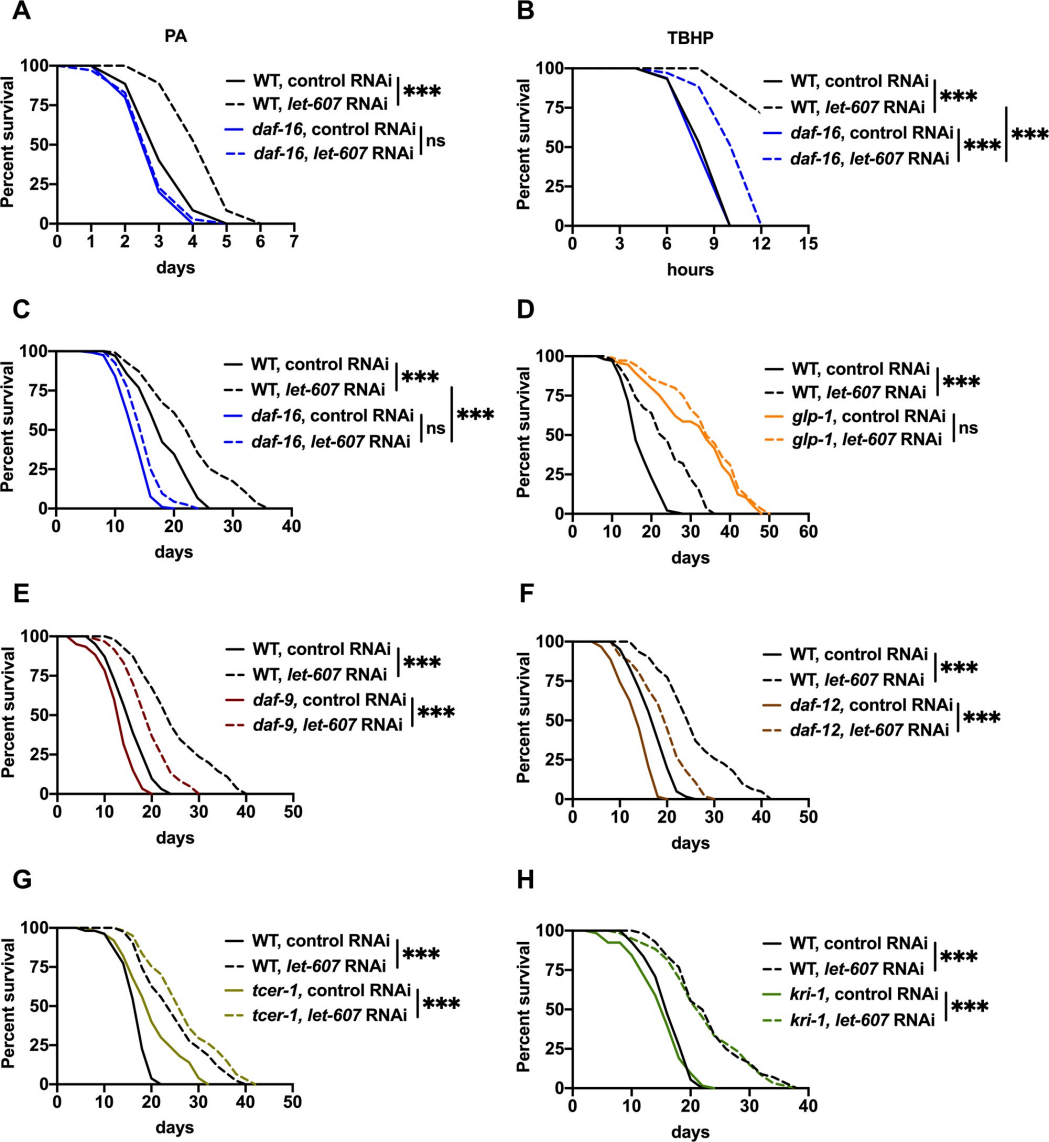
Suppression of LET-607 increases stress resistance and extends lifespan via DAF-16. (A-C) Effects of *let-607* RNAi on pathogen resistance (A), TBHP resistance (B), and lifespan (C) in wild-type (WT) and *daf-16* mutant worms. (D) Effects of *let-607* RNAi on the lifespan of *glp-1* mutants. (E-H) Effects of *let-607* RNAi on the lifespan of *daf-9* (E), *daf-12* (F), *tcer-1* (G) and *kri-1* (H) mutants. *** p < 0.001 versus empty vector controls.

As DAF-16 is a crucial regulator of longevity, we further examined the role of DAF-16 induction in this process. As expected, the extended lifespan of *let-607* RNAi-treated worms was largely abolished by a loss-of-function mutation of *daf-16* (Fig 3C). Previous studies have shown that DAF-16 is essential for the longevity of some well-known long-lived models, including the insulin/IGF receptor *daf-2* mutants [29–31] and germline-less *glp-1* mutants [32,33]. In this study, we identified that *let-607* knockdown further increased the lifespan of *daf-2* mutants (S3E Fig), but failed to influence the lifespan of *glp-1* mutants (Fig 3D), suggesting that the mechanisms conferring lifespan extension in *let-607* knockdown and germline-deficient models are shared. Next, the impact of *let-607* knockdown on reproductivity was investigated. The numbers of progeny were found to be significantly reduced (S3F Fig), consistent with a previous report [17]. However, genes critical for longevity in germline-deficient mutants, including *daf-9*, *daf-12*, *tcer-1* and *kri-1* [33–35], were dispensable for lifespan extension in *let-607* RNAi animals (Fig 3E–3H), suggesting that *let-607* knockdown does not promote longevity via activation of the germline pathway.

### The sphingomyelin synthase SMS-5 mediates DAF-16 activation

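sms-5 (WBGene00021075), which encodes a sphingomyelin synthase, lies on chromosome II from 495424 to 498757 on the plus strand. It was expressed at low levels, with 0.46, 1.40 and 0.37 FPKM in the control libraries and 2.68, 1.93 and 1.20 FPKM in the libraries labelled let-607 RNAi. The mean was 0.743 ± 0.571 FPKM (SD, n = 3) in the control libraries and 1.94 ± 0.740 FPKM (SD, n = 3) in the let-607 RNAi libraries. The log2 fold change was 1.41 (standard error 0.51, adjusted p = 0.077 from limma), past the thresholds for a changed gene, but the groups overlapped, since the second control library lay above the third let-607 RNAi library. The alternative that moved the log2 fold change most was a pseudocount of 1, which gave 0.77. Its adjusted p from limma lay between 0.0626 and 0.141 over the 10 alternatives that kept all 6 libraries, and after median-of-ratios scaling it was 0.109. With one library left out it lay between 0.0214 and 0.211, and above 0.1 in 4 of the 6 fits.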

Using RNAi screening of the LET-607-regulated genes identified in RNA-seq analysis, we further explored the specific mechanism of DAF-16 activation. This identified *C*. *elegans* sphingomyelin synthase SMS-5 as a new regulator of DAF-16. *sms-5* RNAi (S4A Fig) inhibited the activation of MTL-1::GFP upon *let-607* knockdown (Fig 4A). *sms-5* mRNA levels were upregulated by *let-607* RNAi (Fig 4B). Nuclear localization of DAF-16::GFP, xenobiotic stress resistance and lifespan extension induced by *let-607* RNAi were either inhibited or partially weakened via *sms-5* RNAi (Figs 4C, S4B and S4C), suggesting SMS-5 is required for DAF-16 induction.

**Fig 4:**
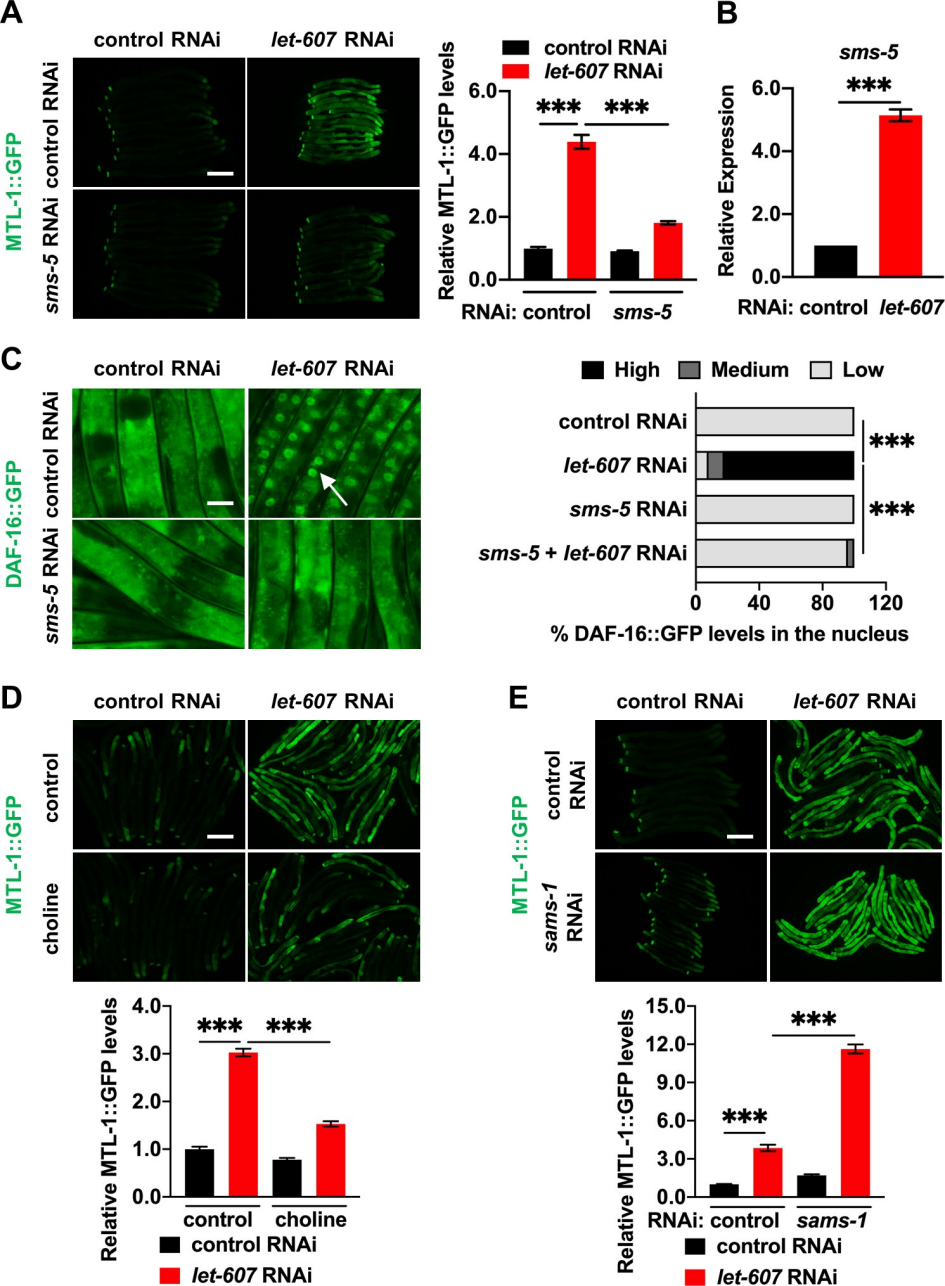
The sphingomyelin synthase SMS-5 mediates DAF-16 activation upon *let-607* knockdown. (A) Effects of *sms-5* RNAi on *let-607* RNAi-induced MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (B) Effects of *let-607* RNAi on the *sms-5* mRNA expression. n = 3 per group. (C) Effects of *sms-5* RNAi on *let-607* RNAi-induced DAF-16::GFP nuclear occupancy. Left panel, representative images. White arrow indicates nuclear GFP signal. Right panel: semi-quantification data. Number of animals (n): control RNAi (97), *let-607* RNAi (87), *sms-5* RNAi (80) and *sms-5* + *let-607* RNAi (48). Scale bar = 25 μm. (D) Influence of choline on MTL-1::GFP expression in *let-607* RNAi-treated animals. (E) MTL-1::GFP expression in WT and *let-607* knockdown animals after *sams-1* RNAi. Upper panel, representative images. Lower panel: quantification data. Scale bar = 100 μm. Data were presented as mean ± SEM. *** p < 0.001.

Sphingomyelin synthase catalyzes the production of diacylglycerol (DAG) and sphingomyelin at the expense of ceramide and PC (S4D Fig). We hypothesized that one of these membrane lipids might cause activation of DAF-16. In order to test this hypothesis, we first examined ceramides, which are key lipid signaling molecules in multiple cellular processes. Supplementation of ceramides with various acyl chains did not affect the expression of MTL-1::GFP induced by *let-607* RNAi (S4E Fig), suggesting that ceramide is not likely to be involved in DAF-16 induction.

We next tested whether the consumption of PC by SMS-5 might activate DAF-16. Dietary supplementation of choline, a metabolic precursor for PC, suppressed the expression of MTL-1::GFP upon *let-607* knockdown (Fig 4D). In *C*. *elegans*, PC is synthesized in a variety of ways including from choline (via the Kennedy pathway) or via the action of SAMS-1 and PMT-1/PMT-2-mediated sequential methylation from phosphoethanolamine (S5A Fig). We next asked whether PC reduction was sufficient to activate DAF-16 by silencing the genes required for PC synthesis. However, RNAi knockdown of PC biosynthetic genes, including *sams-1*, *pmt-2*, *ckb-1*, *pcyt-1* and *cept-1* (S5B Fig), did not cause any significant changes in MTL-1::GFP expression (Figs 4E and S5C). Subsequently, we investigated the synergetic effects of *let-607* and PC biosynthetic genes. The combined knockdown of *let-607* and PC synthetic genes via double RNAi (S5B Fig) synergistically activated MTL-1::GFP (Figs 4E and S5C), suggesting that PC reduction participates in the activation of DAF-16. It was also noted that the expression of PC biosynthetic genes was reduced after *let-607* RNAi (S5B Fig), further suggesting that *let-607* knockdown may suppress PC production. These data are consistent with a model that reduction of PC is essential for DAF-16 activation in response to *let-607* knockdown.

### LET-607 regulates PC metabolism

As it was established that LET-607 regulates DAF-16 via PC, we investigated the function of LET-607 in lipid metabolism. Using GC-MS/MS, a decrease in variety of fatty acid species was identified after *let-607* RNAi (Fig 5A), which resulted in a decline in the overall concentrations of both saturated and unsaturated fatty acids (S6A Fig). Fittingly, triglyceride contents were also decreased in *let-607* RNAi worms (S6B Fig). We next examined the membrane lipid PC and found that *let-607* RNAi significantly decreased PC contents (Fig 5B), which was mostly attributed to the reduction of unsaturated PC (Fig 5C). Other major membrane phospholipids were also examined. Phosphatidylethanolamine (PE) and phosphatidylserine (PS) were shown to not be significantly affected, whereas the levels of phosphatidylinositol (PI), especially unsaturated PI, were greatly reduced (Fig 5B and 5C). The PC/PE ratio, which influences membrane fluidity and curvature, was found to not change significantly in *let-607* RNAi-treated animals (S6C Fig).

**Fig 5:**
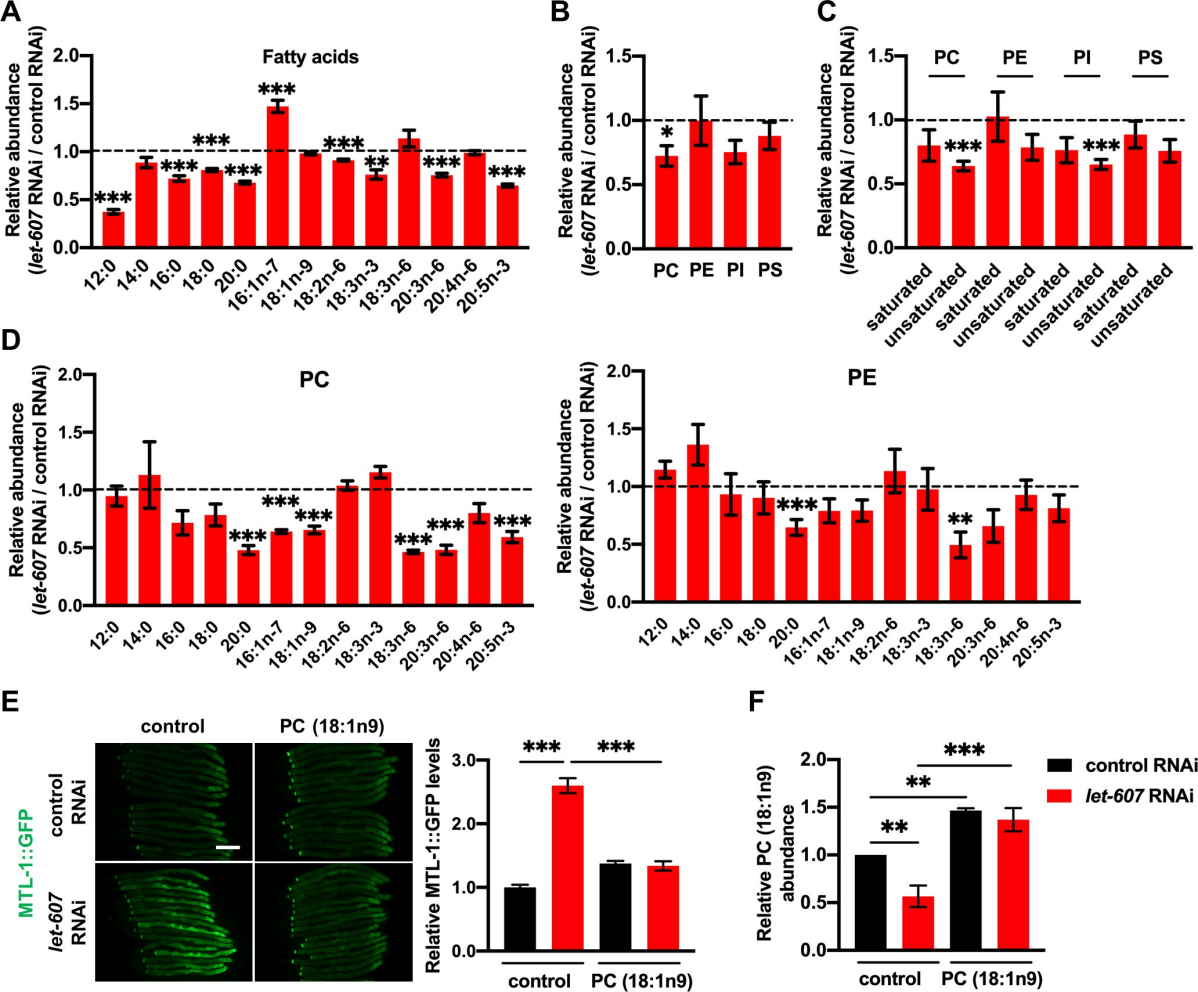
LET-607 regulates PC metabolism. (A) Effects of *let-607* RNAi on fatty acid contents. (B) Effects of *let-607* RNAi on the abundance of membrane lipids. (C) Effects of *let-607* RNAi on the abundance of saturated and unsaturated fatty acids in the PC, PE, PI and PS fractions. (D) Fatty acid contents in the PC and PE fractions after *let-607* RNAi. (E) MTL-1::GFP expression in *let-607* knockdown animals after PC supplementation. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (F) PC (18:1n9) contents after PC (18:1n9) supplementation. For (A) and (F), n = 3 per group; for (B-D), n = 5 per group. Data were presented as mean ± SEM. * p < 0.05, ** p < 0.01, *** < 0.001.

Further analysis of the fatty acid composition of PC revealed that the levels of numerous unsaturated fatty acids in PC were indeed greatly reduced (Fig 5D). As a control, most unsaturated fatty acids in PE fraction showed no significant changes (Fig 5D), again supporting the importance of LET-607 in PC regulation. As unsaturated PC was significantly reduced by *let-607* knockdown, worms treated with *let-607* RNAi were directly supplemented with unsaturated PC (18:1n9). This supplementation suppressed the induction of MTL-1::GFP (Fig 5E and 5F), which phenocopied the *sms-5* RNAi and suggest unsaturated PC could indeed regulate DAF-16.

### PC mediates DAF-16 activation in germline-deficient mutants

Having established SMS-5 and PC reduction as mediators of DAF-16 activation, our next question was whether they are generally required for DAF-16 activation in other models, including *daf-2* mutants, *glp-1* mutants, heat stress and oxidative stress. Supplementation of unsaturated PC (18:1n9) partially suppressed MTL-1::GFP induction specifically in *glp-1* mutants (Fig 6A). This was not the case for *daf-2* mutants (Fig 6B), or worms subjected to heat stress (Fig 6C) or oxidative stress (Fig 6D). Similar results were also observed for the nuclear occupancy of DAF-16 in *glp-1* and *daf-2* mutants (S7A and S7B Fig), suggesting that PC specifically mediates DAF-16 activation in germline-deficient mutants. This is consistent with the lifespan data (Fig 3D). As for *sms-5*, it was determined that its RNAi had no significant impact on MTL-1::GFP induction in any of the long-lived models (Fig 6E and 6F) or under stressed conditions (Fig 6G and 6H). This suggests that in *glp-1* mutants, SMS-5 does not control PC metabolism and other mechanisms are at play.

**Fig 6:**
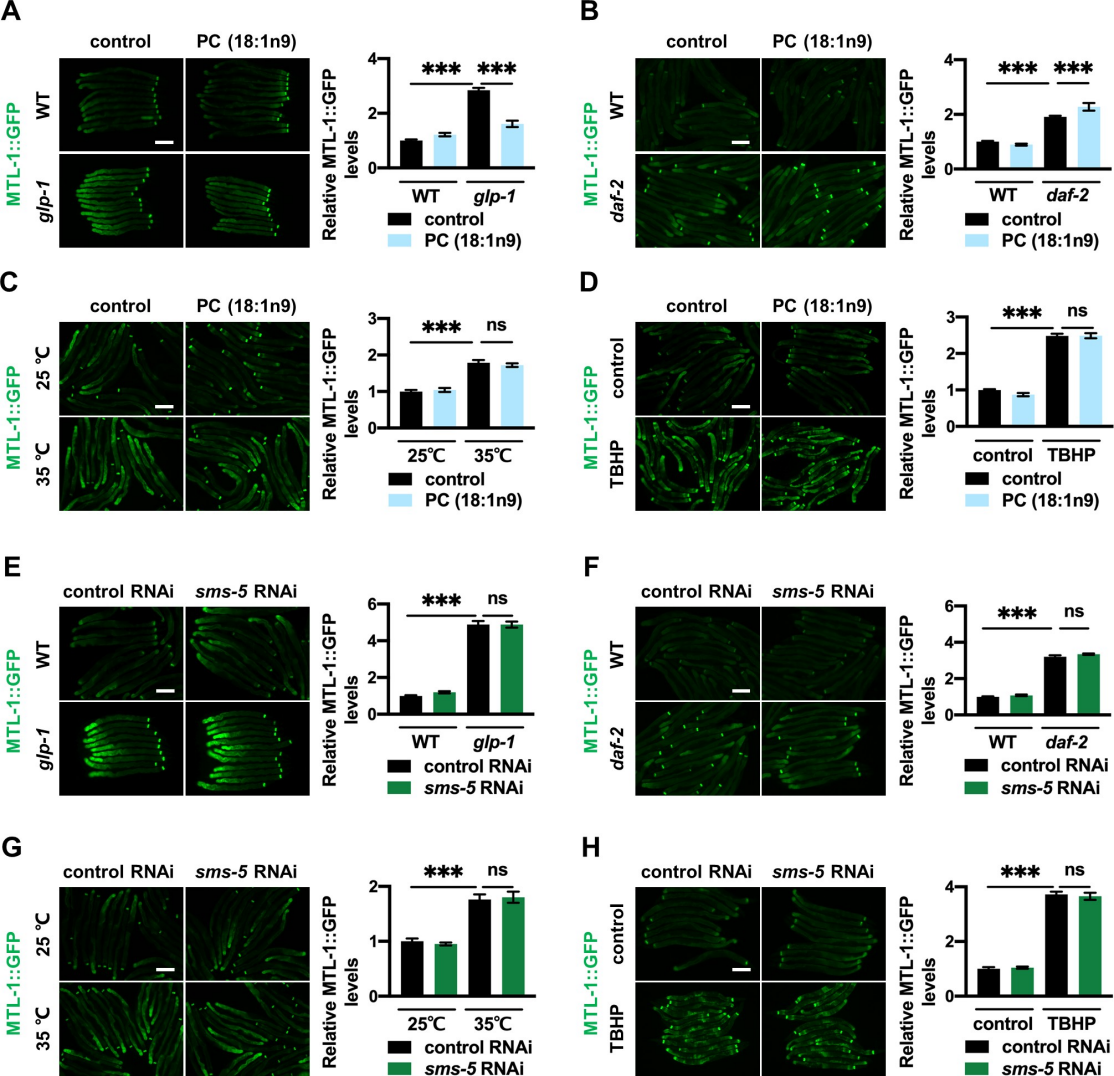
PC mediates DAF-16 activation in *glp-1* mutants. (A-D) Effects of PC (18:1n9) supplement on MTL-1::GFP induction in *glp-1* mutants (A), *daf-2* mutants (B), 35°C heat stressed worms (C) and TBHP-treated worms (D). (E-H) Effects of *sms-5* RNAi on MTL-1::GFP induction in *glp-1* mutants (E), *daf-2* mutants (F), 35°C heat stressed worms (G) and TBHP-treated worms (H). Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. Data were presented as mean ± SEM. *** p < 0.001.

### LET-607 regulates DAF-16 via calcium signaling

PC is one of the most abundant membrane lipids and has significant influence on the membrane proteins. PC composition influences membrane properties that in turn alter the functions of the membrane proteins, such as the ER membrane-located proteins [36,37]. We therefore speculated that some membrane proteins mediate the activation of DAF-16. The ER-located calcium channel and calcium homeostasis are regulated by alterations in PC contents [37]. What’s more, calcium has been reported to regulate DAF-16 activity [38]. Thus, we asked whether DAF-16 induction requires the ER-resident calcium channels. The role of sarco/endoplasmic reticulum *Ca*^2+^-ATPase (SERCA) is to pump calcium into the ER from the cytosol. Conversely, inositol 1,4,5-trisphosphate (IP3) receptor releases calcium from the ER to the cytosol. In *C*. *elegans*, SERCA and the IP3 receptor are encoded by *sca-1* and *itr-1*, respectively. We found that *itr-1* RNAi (S8A Fig) largely abrogated MTL-1::GFP activation upon *let-607* knockdown (Fig 7A). Furthermore, a loss-of-function mutation of *itr-1*, which results in defects in ER-derived calcium signaling, was found to significantly reduce the enhanced stress resistance (Fig 7B) and extended lifespan (Fig 7C) of *let-607* RNAi-treated animals. We also examined the effect of *egl-8* RNAi, which compromises ITR-1-dependent calcium signaling through the reduction of the ITR-1 ligand IP_3_. The results showed that *egl-8* knockdown (S8B Fig) completely abrogated the effects of *let-607* RNAi on MTL-1::GFP expression (S8C Fig) and xenobiotic stress resistance (S8D Fig), which phenocopied *itr-1* mutation. These data suggest that LET-607-mediated DAF-16 activation requires the ITR-1 calcium channel.

**Fig 7:**
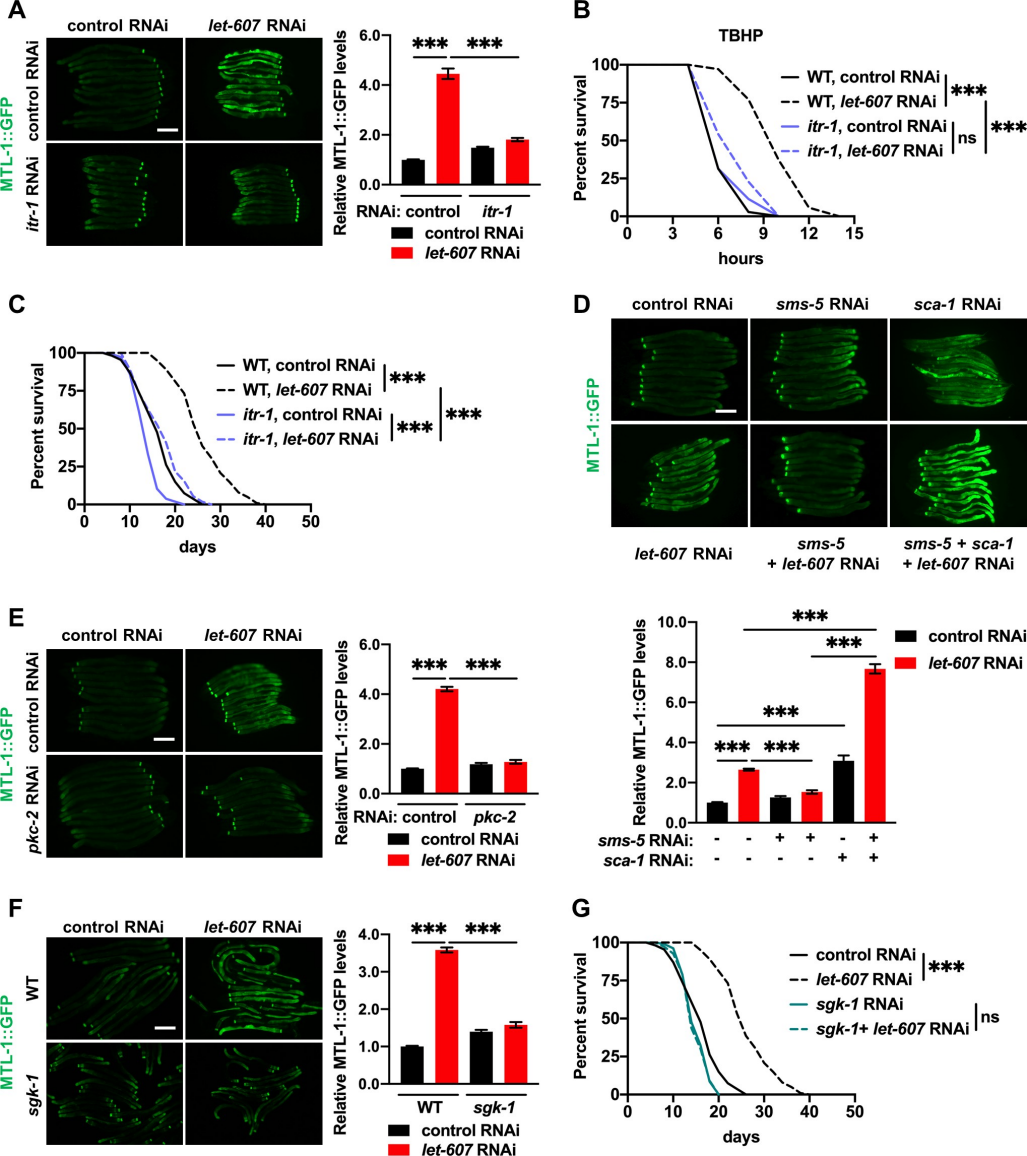
Crosstalk between LET-607 and DAF-16 depends on calcium signaling and calcium-sensitive kinase. (A) Effects of *itr-1* RNAi on *let-607* knockdown-induced MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (B-C) Effects of *itr-1* mutation on *let-607* RNAi-induced TBHP resistance (B) and longevity (C) in *C*. *elegans*. (D) Effects of *sca -1* RNAi on the expression of MTL-1::GFP which is suppressed by *sms-5* RNAi. Upper panel, representative images. Lower panel: quantification data. Scale bar = 100 μm. (E-F) Effects of *pkc-2* RNAi (E) and *sgk-1* mutation (F) on *let-607* knockdown-induced MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (G) Influence of *sgk-1* RNAi on the lifespan of WT and *let-607* knockdown worms. Data were presented as mean ± SEM. *** p < 0.001.

As for *sca-1* RNAi (S8E Fig), we found that it increased MTL-1::GFP intensity, and importantly, *sca-1* RNAi restored MTL-1::GFP expression with *sms-5* RNAi (Fig 7D), indicating that the calcium signal acts downstream of SMS-5. Similarly, the addition of ionomycin, which is a calcium ionophore that induces intracellular calcium flux, restored the expression of MTL-1::GFP in response to *sms-5* RNAi (S8F Fig).

Calcium has been reported to regulate DAF-16 activity via calcium-sensitive kinase PKC-2 and the downstream kinase SGK-1 [38]. In line with this, both *pkc-2* RNAi (S8G Fig) and *sgk-1* mutation abolished the enhanced MTL-1::GFP expression in *let-607* RNAi-treated worms (Fig 7E and 7F). Accordingly, *sgk-1* inhibition also suppressed the stress resistance (S8H Fig) and longevity (Fig 7G) observed upon *let-607* knockdown. We also tested mutation of *rict-1*, a TORC2 component and well-recognized upstream regulator of *sgk-1* in *C*. *elegans* [39,40]. Unlike *sgk-1*, it did not suppress MTL-1::GFP induction in *let-607* RNAi-treated worms (S8I Fig), suggesting TORC2 is not involved. DAF-16 can also be phosphorylated and suppressed by AKT [32,41]. Consistently, *akt-1;akt-2(RNAi)* enhanced MTL-1::GFP expression. They did however have similar effects in both wild type and *let-607* RNAi animals (S8J Fig), suggesting that AKT is not relevant to LET-607-mediated DAF-16 activation. Together, these data suggest that *let-607* RNAi-mediated DAF-16 activation requires PKC-2 and SGK-1 kinases.

## Discussion

This study unraveled crosstalk between LET-607 and DAF-16 stress response pathways. This crosstalk is important for animal fitness, as evidenced by the enhanced stress resistance and extended lifespan. Furthermore, this crosstalk was shown to be regulated via SMS-5-mediated reduction of PC, which modulates the DAF-16 pathway through ITR-1-dependent calcium signaling and downstream kinases PKC-2 and SGK-1 (Fig 8).

**Fig 8:**
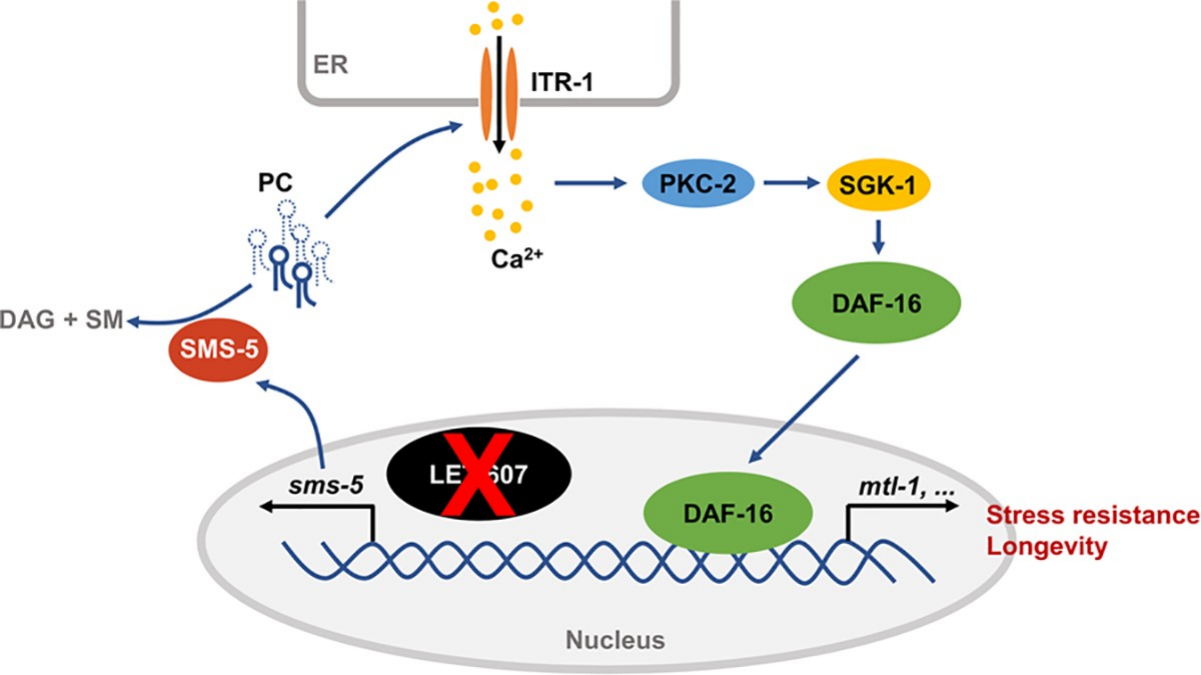
Communication model between the LET-607 and DAF-16 pathways. Suppression of LET-607 induces the expression of *sms-5*, which reduces unsaturated PC contents. This may in turn affect the ITR-1 calcium channel on the ER membrane. Calcium released by ITR-1 activates DAF-16 via calcium-sensitive kinase PKC-2 and downstream kinase SGK-1.

DAF-16 induction is specific for LET-607, but not for classic ER UPR factors IRE-1, PEK-1 and ATF-6. The function of mammalian CREBH is to regulate the inflammatory genes and hormone hepcidin [9,11]. Our study revealed that *C*. *elegans* LET-607 induces several important defense genes such as C-type lectins and cytochrome P450. These findings together suggest a critical role for LET-607/CREBH in promoting cellular defense responses against pathogens and xenobiotic molecules. Importantly, DAF-16 is a major transcription factor in *C*. *elegans*, which controls various responses including detoxification and pathogen responses [19,28,42]. This is in accordance with the adaptive activation of DAF-16 when LET-607 is compromised.

The ER plays a central role in coordinating cellular stress responses. ER stress can initiate multiple defensive or homeostatic processes aimed at restoring function of not only the ER but also the whole cell. Key mediators linking the ER and other parts of the cell are the ER stress-responsive proteins, which include the classic ER UPR factors (IRE1, PERK and ATF6) and CREBH/LET-607 [3,43,44]. It is plausible that when these ER stress response factors are compromised, adaptive responses are triggered across the cell to restore homeostasis. Although LET-607 is localized in the nucleus, it is regulated by ER stress [14]. And the function of LET-607/CREBH appears to be much conserved, with a key role being to control the immune-related gene expression. The communication between LET-607 and DAF-16 may be an adaptive response specifically compensating for compromised LET-607-mediated ER stress response. Further studies are required to identify the components of the LET-607-dependent ER stress response pathway.

Previous studies have shown that CREBH plays a crucial role in glucose and lipid metabolism [44,45]. This study identified previously unknown functions of LET-607, namely in the metabolism of membrane lipids. We hypothesize that LET-607 may respond to membrane lipid disturbance and may play a role in the maintenance of membrane homeostasis. This idea warrants further study. This study also found that LET-607 regulates SMS-5, which works to decrease the ceramide contents and increase the levels of DAG and sphingomyelin. These membrane lipids are critical mediators of multiple cellular processes, implying that LET-607 may have a broader role in metabolic and cellular homeostasis.

DAF-16 induction and longevity are regulated by SMS-5 and the membrane lipid PC. The central roles of membrane lipids in animal aging are only beginning to emerge. Studies in humans as well as model organisms have revealed that aging is associated with significant changes in multiple membrane lipid classes [46]. Specifically, the contents of many PC species have been found to increase with the animal aging progress [47,48], which is consistent with our observation that the reduction of PC is beneficial for animal health. It is not yet fully understood how PC regulates the aging process. This study showed that DAF-16 activation is mediated by the ER-resident calcium channel ITR-1. Specific PC may act by directly affecting the function of ITR-1 or by changing membrane properties. Further studies are required to elucidate the underlying mechanism.

In summary, the present study uncovered a new cross-communication between stress response pathways and identified novel regulators of animal aging. Given the conservation of proteins and lipids identified, similar mechanisms of cellular homeostasis and longevity may be present in other species like mammals.

## Materials and methods

### *C*. *elegans* strains and maintenance

*C*. *elegans* were cultured on standard nematode growth medium (NGM) seeded with *E*. *coli* OP50-1 [49]. The following strains were provided by Caenorhabditis Genome Center: The wild-type N2, AU78 [*T24B8*.*5p*::*gfp*::*unc-54*-3’ UTR], CL2166[*gst-4p*::*gfp*], CF1553[*sod-3p*::*gfp*], TJ375[*hsp-16*.*2p*::*gfp*], TJ356 [*daf-16p*::*daf-16a/b*::*gfp*], CF1038[*daf-16*(*mu86)*], CB1370[*daf-2*(*e1370*)], CB4037[*glp-1*(*e2141*)], JT73[*itr-1*(*sa73*)], VP303[*rde-1(ne219)*; kbIs7(*nhx-2p*::*rde-1*)], WM118[*rde-1(ne300)*; neIs9(*myo-3*::*ha*::*rde-1*)] and NR222[*rde-1(ne219)*; kzIs9(*lin-26p*::*rde-1*)], MGH30[*sgk-1*(*mg455*)], MGH266[*rict-1*(*mg451*)], BQ1[*akt-1*(*mg306*)], AA18[*daf-12*(*rh61rh412*)], RG1228[*daf-9*(*rh50*)], CF2167[*tcer-1*(*tm1452*)], F2052[*kri-1*(*ok1251*)]. The Strain DCL569 [*rde-1(mkc36)*; mkcSi13(*sun-1p*::*rde-1*::*sun-1* 3’UTR)] was provided by Dr. Di Chen. The strain containing *dis-3*::*mcherry* was provided by Dr. Shouhong Guang. The strain SSP171[*mtl-1*::*gfp*] was generated by our own lab [50]. The strain SSP172[*let-607p*::*let-607*::*gfp*] was generated by cloning the 2.2kb promoter region and the full length of *let-607* genomic DNA into pPD95.79 plasmid that was injected into gonad by standard techniques.

### Microbe strains and RNA interference treatment

*E*. *coli* OP50-1 bacteria were cultured overnight at 37°C in LB, after which 150ul of bacterial culture were seeded on 60mm NGM plates. For RNAi experiment, HT115 bacteria containing specific dsRNA-expression plasmids (Ahringer library) [51] were cultured overnight at 37°C in LB containing 100ug/ml carbenicillin, and seeded onto NGM plates containing 5mM IPTG [52].

RNAi was induced at room temperature for 24 hours after seeding. Then, synchronized L1 worms were added to RNAi plates to knock down indicated genes. For *let-607* RNAi treatments, the bacterial cultures of target RNAi strains were diluted with the vector control at the ratios of 1:5.

### qRT-PCR

qRT-PCR was performed as previously described [53]. Briefly, L4 stage worms were collected, washed in M9 buffer and then homogenized in Trizol reagent (Life Technologies). RNAs were extracted according to the manufacturer’s protocol. DNA contamination was digested with DNase I (Thermo Fisher Scientific) and RNA was subsequently reverse-transcribed to cDNA by using the RevertAid First Strand cDNA synthesis Kit (Thermo Fisher Scientific). Quantitative PCR was performed using SYBR Green (Bio-Rad). The expression of *snb-1* was used to normalize samples.

### Lifespan analysis

Lifespan assays were performed as previously described [12]. Briefly, synchronized L1 worms were added to NGM plates seeded with indicated RNAi strains. Lifespan analysis was performed at 20°C, except for experiments involving *glp-1* mutants, which were kept at 25°C from L1 to day 1 adult, and shifted to 20°C thereafter. Worms were transferred every day during reproductive period. Worms that died of vulva burst, bagging or crawling off the plates were censored.

### Stress resistance assays

For TBHP (Sigma) resistance, day 1 adult worms were transferred to NGM plates supplemented with 10mM TBHP and incubated at 20°C for survival analysis. For pathogen resistance, late L4 worms were transferred to plates containing *pseudomonas aeruginosa* strain PA14 and maintained at 25°C for survival analysis. For heat shock resistance, day 1 adult worms were incubated at 35°C for survival analysis. For DTT resistance, day 1 adult worms were transferred to NGM plates supplemented with 8.5mM DTT and incubated at 20°C for survival analysis.

### Fluorescent microscopy

To analyze GFP expression, worms were paralyzed with 2mM levamisole and fluorescent microscopic images were taken after mounted on slides. To study the DAF-16 nuclear localization, the levels of GFP nuclear localization were scored. Briefly, no nuclear GFP, GFP signal in the nucleus of anterior or posterior intestine cells and nuclear GFP in all intestinal cells are categorized as low, medium and high expression, respectively.

### RNA sequencing analysis

Total RNA from L4 stage worms was extracted using TRIzol reagent and used to generate sequencing libraries using the VAHTS Stranded mRNA-seq Library Prep Kit for Illumina. The quality and quantity of the libraries were determined using an Agilent Bioanalyzer 2100 (Agilent, USA) and ND-2000 (NanoDrop Technologies, USA), respectively. Only high-quality RNA samples (OD260/280 = 1.8~2.2, OD260/230≥2.0, RIN≥6.5, 28S:18S≥1.0, >10μg) were used to construct sequencing library. The libraries were sequenced at a paired-end 150 bp read length on an Illumina HiseqX Ten. RNA-seq reads were aligned to the reference genome WBcel235 using Tophat v.2.0.6[54]. The differential gene and transcript expression analysis was performed using Cufflinks tools [55–57]. Genes with a fold change of > 2 (either up or down) and FDR of < 0.1 were considered as differentially regulated genes. Genes functional classification and GO term analysis were conducted by using Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.8 [58]. For Genes functional classification, DAVID groups genes with similar annotation terms. Subsequently, the geometric mean (in -log scale) of EASE scores (p-value) of all terms in each group was calculated as enrichment score. The RNA sequencing data have been deposited in the GEO with an accession number of GSE155935.

### Fatty acid quantification

Fatty acid contents were measured as previously described [50,59]. 20,000 age-synchronized L4 worms were washed off plates and washed three times with water. Worm pellets were resuspended with 1.2 mL 2.5% H_2_SO_4_ in methanol and incubated at 80°C for 1 hour. Then, 1ml supernatants were mixed with 1.2 ml hexane and 1.8 ml water to extract fatty acid methyl esters for GC-MS/MS analysis. The Supelco 37 Component FAME Mix (Sigma Aldrich) was used to determine the retention time. The *Shimadzu GCMS-TQ8040* Gas Chromatograph Mass Spectrometer equipped with a SH-Rxi-5sil MS column was used. Fatty acid contents were normalized to protein concentrations.

### Membrane lipid quantification

Thin-layer chromatography (TLC) was performed as previously described [59,60] with modifications. 50,000 L4 worms were collected and washed with M9 to remove bacteria, and were sonicated in 0.25 mL PBS. Then, 5 mL mixture of ice-cold chloroform:methanol (1:1) was added and mixed immediately. The solution was incubated overnight at -20°C with occasional shaking to extract lipids. After incubation, 2.2 mL Hajra’s solution (0.2M H_3_PO_4_; 1M KCl) was added. The lower lipid containing organic phase was recovered by centrifuging for 1 minute at 3,000 rpm. Lipids were dried under nitrogen and resuspended in chloroform for TLC separation.

The silica gel TLC plate was activated by incubating at 110°C for 75 minutes. Samples were loaded onto the TLC plate alongside lipid standards. The plate was run with a chloroform:methanol:water:acetic acid solvent mixture (65:43:3:2.5) until the solvent front was three quarters of the way up the plate. The plate was subsequently dried and run with a new solvent mixture of hexane:diethyl ether:acetic acid (80:20:2) until the solvent front reached the top of the plate. The plates were sprayed with 0.005% primuline and visualized under UV light. Spots corresponding to the major phospholipids were scraped to tube and resuspended in 2.5% H_2_SO_4_ in methanol. Spots were incubated for 1 hour at 80°C to create FAMEs for GC-MS/MS analysis. An internal standard of 50 μg of tridecanoic acid was added to each tube.

### Lipid supplementation

For treatment with ceramides, ceramides with various side chains were dissolved in ethanol to make 0.5 mg/mL stock solutions; 25 μg of each ceramide was added to the surface of NGM plates before bacterial seeding. For supplementation with PC, unsaturated PC were dissolved in DMSO to make 17 mM stock solutions; 51 nmol of each was added to the surface of NGM plates.

### Quantification and statistical analysis

Data were presented as mean ± SEM. Survival data were analyzed by using a log-rank (Mantel-Cox) test. The nuclear accumulation of DAF-16::GFP was analyzed by using a Chi-square and Fisher’s exact test. Figs 1A, 2A, S3F and S6C were analyzed by using an unpaired student t-test. Figs 4B, S1A and S6B were analyzed by using a paired student t-test. Figs 5A, 5B, 5C, 5D and S6A were analyzed by using a multiple t-test followed by a Holm-Sidak post hoc test. Fig 2D was analyzed by using a One-way ANOVA. Other figures were analyzed by using Two-way ANOVA followed by a Tukey post hoc test. For Fig 2E, statistical significance of the overlap between two groups of genes was analyzed by using an online software provided by Jim Lund (http://nemates.org/MA/progs/overlap_stats.html). The probability (p) of finding an overlap of x genes are calculated, the statistical detail of which can be found at: http://nemates.org/MA/progs/representation.stats.html. P < 0.05 was considered as significant.

## Supporting information

S1 Fig LET-607 regulates stress responses. (A) mRNA levels of *let-607* in *let-607* RNAi-treated worms (1:5 diluted) as measured by qPCR. n = 3 per group. (B) Comparison of LET-607 and CREBH protein sequences. (C) Effects of *let-607* RNAi on HSP-4::GFP expression induced by tunicamycin. Scale bar = 100 μm. (D-K) Effects of tissue-specific *let-607* RNAi on TBHP and heat stress resistance. (L-M) Effects of post-developmental *let-607* RNAi on TBHP resistance (L), heat resistance (M) and lifespan (N). Data were presented as mean ± SEM. *** p < 0.001.
(TIF) Click here for additional data file.

S2 Fig Suppression of LET-607 activates stress response factor DAF-16. (A-C) Effects of *let-607* RNAi on the expression of *hsp-16*.*2p*::GFP (A), *gst-4p*::GFP (B) and *sod-3p*::GFP (C). Scale bar = 100 μm. (D) Effects of ER UPR genes RNAi on their own expression and downstream targets. n = 3 per group. (E) Knockdown efficiencies of *aha-1* and *gsk-3* RNAi. n = 3 per group. (F-H) Effects of *aha-1* RNAi (F), *gsk-3* RNAi (G) and *nhr-49* mutation (H) on MTL-1::GFP expression. Upper panel, representative images. Lower panel: quantification data. Scale bar = 100 μm. Data were presented as mean ± SEM. * p < 0.05, *** p < 0.001.
(TIF) Click here for additional data file.

S3 Fig Suppression of LET-607 increases heat stress resistance via HSF-1. (A-B) Impact of *let-607* RNAi on pathogen resistance (A) and TBHP resistance (B) in WT and *hsf-1* mutant worms. (C-D) Effects of *let-607* RNAi on heat stress resistance in *daf-16* (C) and *hsf-1* (D) mutants. (E) Impact of *let-607* RNAi on the lifespan of *daf-2* mutants. (F) Effects of *let-607* RNAi on reproduction. Data were presented as mean ± SEM. *** p < 0.001.
(TIF) Click here for additional data file.

S4 Fig SMS-5 mediates DAF-16 activation. (A) Knockdown efficiency of *sms-5* RNAi. n = 3 per group. (B-C) Effects of *sms-5* RNAi on *let-607* RNAi-induced TBHP resistance (B) and longevity (C). (D) The schematic of SMS-5-mediated enzymatic reaction. (E) Supplementation of ceramides did not influence MTL-1::GFP expression with or without *let-607* RNAi. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. Data were presented as mean ± SEM. *** p < 0.001.
(TIF) Click here for additional data file.

S5 Fig PC mediates DAF-16 activation. (A) The schematic of the PC biosynthetic pathway in *C*. *elegans*. (B) Knockdown efficiencies of PC biosynthetic genes RNAi. n = 3 per group. (C) Effects of PC biosynthetic genes RNAi on MTL-1::GFP expression in WT and *let-607* knockdown animals. Upper panel, representative images. Lower panel: quantification data. Scale bar = 100 μm. Data were presented as mean ± SEM. *** p < 0.001.
(TIF) Click here for additional data file.

S6 Fig LET-607 regulates lipid metabolism. (A) Effects of *let-607* RNAi on the abundance of total saturated and unsaturated fatty acids. (B) Total triglyceride levels after *let-607* RNAi treatment. (C) PC/PE ratio after *let-607* RNAi treatment. Data were presented as mean ± SEM. * p < 0.05, **p < 0.01, *** p < 0.001.
(TIF) Click here for additional data file.

S7 Fig PC mediates DAF-16 nuclear occupancy in glp-1 mutants. (A-B) Effects of PC (18:1n9) supplementation on DAF-16::GFP nuclear accumulation in *glp-1* mutants (A) and *daf-2* mutants (B). Scale bar = 100 μm. Upper panel shows representative images. White arrow indicates the nuclear GFP signal. Lower panel shows semi-quantification data. Number of animals (n) for (A): WT + control RNAi (85), WT+ *let-607* RNAi (85), *glp-1* + control RNAi (93), *glp-1* + *let-607* RNAi (109); number of animals (n) for (B): WT + control RNAi (65), WT+ *let-607* RNAi (65), *daf-2* + control RNAi (55) and *daf-2* + *let-607* RNAi (54). Scale bar = 50 μm. *** p < 0.001.
(TIF) Click here for additional data file.

S8 Fig ITR-1-dependent calcium signaling mediates DAF-16 activation in response to let-607 knockdown. (A-B) Knockdown efficiencies of *itr-1* RNAi (A) and *egl-8* RNAi (B). (C-D) Effects of *egl-8* RNAi on *let-607* RNAi-induced MTL-1::GFP expression (C) and TBHP resistance (D). Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (E) Knockdown efficiencies of *sca -1* and *sms-5* RNAi in Fig 7D. (F) Effects of ionomycin on MTL-1::GFP expression suppressed by *sms-5* RNAi. Left panel, representative images. Right panel: quantification data. Scale bar = 100 μm. (G) Knockdown efficiencies of *pkc-2* RNAi. (H) Effects of *sgk-1* mutation on the TBHP resistance of WT and *let-607* knockdown worms. (I-J) Effects of *rict-1* (I) and *akt-1;akt-2 (RNAi)* (J) mutations on *let-607* RNAi-induced MTL-1::GFP expression. Left panel, representative images. Right panel: quantification data. For (A), (B), (E) and (G), n = 3 per group. Data were presented as mean ± SEM. *** p < 0.001.
(TIF) Click here for additional data file.

S1 Table List of genes regulated by LET-607. 

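S1 Table gives a log2 fold change and an adjusted p for each gene that the paper calls changed. By the paper's count it lists 544 genes as upregulated and 316 as downregulated by let-607 RNAi, and by name 519 and 306 of them matched a gene of the deposited FPKM. Of the matched genes, 439 upregulated and 191 downregulated genes passed in the same direction in the limma comparison. A further 72 upregulated and 36 downregulated genes were not tested because their mean was under 0.5 FPKM. Of those tested, 87 did not pass, and 25 of these had an adjusted p from limma of 0.1 or above. In turn, 140 genes that passed as higher and 25 that passed as lower are absent from the matched genes of S1 Table. Log2 ratios could be compared for 815 entries, none of which had opposite signs in S1 Table and in the FPKM. The fold changes of S1 Table lay below the log2 ratios of the deposited FPKM by a median difference of -0.13, and the median difference was -0.013 after median-of-ratios scaling of the FPKM. After that scaling, 805 entries lay within 0.5 of the value in S1 Table.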

(XLSX) Click here for additional data file.

S2 Table PA14 survival data. (DOCX) Click here for additional data file.

S3 Table TBHP survival data. (DOCX) Click here for additional data file.

S4 Table 35°C heat shock survival data. (DOCX) Click here for additional data file.

S5 Table DTT survival data. (DOCX) Click here for additional data file.

S6 Table Lifespan data. (DOCX) Click here for additional data file.

S7 Table qPCR primer sequences. (DOCX) Click here for additional data file.

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S2 Table

Table S2. PA14 survival data. Repeats 1 are graphed in indicated Figures.

^a^ vs same same strain + control RNAi

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S3 Table

Table S3. TBHP survival data. Repeats 1 are graphed in indicated Figures.

^a^ vs same same strain + control RNAi

^b^ vs WT *let-607* RNAi

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S4 Table

Table S4. 35℃ heat shock data. Repeats 1 are graphed in indicated Figures.

^a^ vs same same strain + control RNAi

^b^ vs WT *let-607* RNAi

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S5 Table

Table S5. DTT survival data. Repeats 1 are graphed in indicated Figures.

| Figures | Strain/Treatment | Mean Lifespan  ± SEM (hours) | # Worms  Censored/Total | P value |
| --- | --- | --- | --- | --- |
| 1G repeat 1 | control RNAi | 6.21 ± 0.20 | 3/56 |  |
|  | *let-607* RNAi | 8.89 ± 0.32 | 6/51 | <0.001 ^a^ |
| 1G repeat 2 | control RNAi | 6.62 ± 0.22 | 3/65 |  |
|  | *let-607* RNAi | 8.90 ± 0.29 | 5/56 | <0.001 ^a^ |
| 1G repeat 3 | control RNAi | 7.00 ± 0.18 | 6/59 |  |
|  | *let-607* RNAi | 9.43 ± 0.30 | 6/55 | <0.001 ^a^ |
| 1G repeat 4 | control RNAi | 6.07 ± 0.18 | 1/72 |  |
|  | *let-607* RNAi | 8.62 ± 0.26 | 11/70 | <0.001 ^a^ |

^a^ vs same same strain + control RNAi

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S6 Table

Table S6. Lifespan data. Repeats 1 are graphed in indicated Figures.

^a^ vs same same strain + control RNAi

^b^ vs WT *let-607* RNAi

# Supplementary material for: Phosphatidylcholine mediates the crosstalk between LET-607 and DAF-16 stress response pathways
**Source:** PLoS Genet. 2021 May 20;17(5):e1009573. doi: 10.1371/journal.pgen.1009573
**Supplement:** S7 Table

Table S7. qPCR primer sequences

How the deposited data were processed for this re-analysis (not part of the article)

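RNA sequencing of L4 worms was analysed in 6 libraries, 3 labelled control RNAi and 3 labelled let-607 RNAi, each worm population grown at 20 °C. Conditions and replicate numbers were taken from the sample labels, and the dilution of the let-607 RNAi bacteria from the paper's methods. The authors aligned the reads with TopHat to WBcel235, estimated expression with the Cufflinks tools and deposited FPKM for each gene and library. These values were used as deposited. They sum to between 1400487 and 1485099 per library, hold no counts and do not give the number of fragments per library, so the depth is unknown and no counting error was computed. Precision is given by the spread between 3 libraries per group.

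The deposited values have 48197 lines after the header. Of these, 1 was broken and was left out, and 1418 repeat an earlier gene with the same values and were used once, which left 46778 genes. Genes were placed with Ensembl annotation release 115, in which 46603 identifiers were found. The 175 genes that were not found include 39 that were tested. Among genes with a mean of at least 0.5 FPKM, 37 sets held 81 genes with identical values in all 6 libraries. In every library, 27120 genes were at 0.

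Values were transformed as log2(FPKM + 0.1), and genes with a mean of at least 0.5 FPKM over the 6 libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) without covariates. The p-values were adjusted by the Benjamini-Hochberg method over the 15453 genes tested. A gene passed with an adjusted p under 0.1 and an absolute log2 fold change above 1, after the thresholds in the paper's methods. Means and SDs are of FPKM on the linear scale. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The comparison was tested on simulated data of 15453 genes with 200 changed genes and no shift between libraries. Each simulated change was at least 2 in absolute value on the log2 scale. Of the changed genes, 179 (89.5%) passed, along with 9 unchanged genes, and the median ratio of estimated to simulated change was 0.995. How often changes between 1 and 2 would pass was not tested.

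Gene families were lists of gene symbol prefixes. Their share among passing genes was tested by two-sided Fisher's exact tests against all genes tested, adjusted over 8 tests for the 4 families the paper discusses and over 18 tests for 9 other families. The names in S1 Table were matched to gene symbols and sequence names of the annotation. The annotation clusters of DAVID and the full list of DAF-16 class I targets were not analysed.

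The genes named are a list of 28 genes whose mRNA, reporter or pathway the paper discusses with let-607 RNAi (of these, xbp-1 stands only in its table of qPCR primers, and the list leaves out genes such as daf-9, daf-12, nhr-49 and akt-1 that the text also names), the 5 with the largest change in each direction among passing genes without overlap between the groups, the 3 with the largest change in each direction among passing genes of each family, and the 5 with the largest change among the genes shared with the DAF-16 class I targets. Members named after their values were seen are marked as such.

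The alternatives were pseudocounts of 1 and 0.01, no filter on low values, means of at least 1 and at least 5 FPKM, rescaling to TPM (equal sums in every library), median-of-ratios scaling, quantile normalization, a block for the replicate number, eBayes without a trend and with a robust trend, and leaving out each library in turn. For counts of genes and odds ratios, an adjusted p under 0.05, no minimum fold change and an absolute log2 fold change above 2 were added. Protein-coding genes as the background of the family tests were tried only after the values had been seen.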

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

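Each result here concerns a gene family whose share among the changed genes the paper's text and Fig 1C do not report, or the gene snb-1, which the paper names only as a qPCR reference. S1 Table lists fold changes for many of the single genes. The family lists were set in advance, and the tests on F-box A, pals, pud and vitellogenin genes and on snb-1 were chosen only after the result was seen, as was the rule that a filter which removes every passing gene of a family decides nothing. For every family below, odds ratios come from two-sided Fisher's exact tests adjusted over 18 tests, every passing gene was separated from the control libraries in 3 of 3 libraries, and 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real one, gave an odds ratio as large. The other 6 of the 10 splits keep 2 of those pairs together. The other splits gave between 0 and 6 passing genes each, none of them in these families, so their odds ratios were 0 or undefined. With 3 libraries against 3 this share cannot fall under 0.05, so this count cannot tell any of these patterns apart from chance. Families of similar genes can also share reads. Only sets of genes with identical values could be tested for that. Keeping 1 gene per such set removed a gene of the pud family and none of the other families here, so for those the values of this check move with the background alone and show nothing about shared reads. Shared reads between near-identical copies remain for every family. The rule that a check which removes no gene of a family decides nothing was also set after the values were seen. The libraries labelled let-607 RNAi are not lower in let-607 itself, so that no biological explanation by reduced let-607 mRNA was tested.

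F-box A genes were higher, with 22 of 111 tested genes passing (odds ratio 6.56, adjusted p = 2.13e-09). The adjusted p was 1.69e-09 after median-of-ratios scaling, 1.9e-09 with 1 gene kept per set of identical values and 0.0167 among genes with a mean of at least 5 FPKM. It ranged from 6.9e-11 to 0.0469 over all 20 alternatives. Scaling and low values therefore did not account for the pattern in full, and reads shared between copies remain. fbxa-30, fbxa-182 and fbxa-163 had the largest log2 fold changes of the family, 4.35, 4.31 and 3.90.

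Of 14 pals genes tested, 4 passed as higher (odds ratio 10.3, adjusted p = 0.00521), namely pals-14, pals-6, pals-32 and pals-34, the last named after its values were seen. The log2 fold changes of the first 3 were 3.80, 3.66 and 2.12. The adjusted p was 0.0194 after median-of-ratios scaling and 0.0051 with 1 gene kept per set of identical values. With a mean of at least 1 FPKM, 3 of 12 genes passed (odds ratio 9.26, adjusted p = 0.0189). A mean of at least 5 FPKM leaves 0 of the 4 genes (adjusted p = 1), so an effect of values under that mean cannot be tested and is not excluded. Without a minimum fold change the adjusted p was 0.0956, and the range over the 20 alternatives was 0.00334 to 1.

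All 5 pud genes tested passed as lower (adjusted p = 4.59e-09). They are pud-1.2, pud-4, pud-3 and a pair listed as pud-2.2 with identical values. The adjusted p was 1.31e-08 after median-of-ratios scaling, 3.26e-07 with 1 of the identical pair kept and 2.69e-09 among genes with a mean of at least 5 FPKM, and it ranged from 9.37e-12 to 8.56e-05 over the 20 alternatives. These genes lie close together on chromosome V, and they are not independent of each other.

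UDP-glucuronosyltransferase genes passed in both directions, 6 of 55 as higher (odds ratio 3.17, adjusted p = 0.0371) and 7 of 55 as lower (odds ratio 10.6, adjusted p = 4.89e-05). For those that rose, the adjusted p was 0.0538 after median-of-ratios scaling (odds ratio 3.27), 0.0564 after rescaling to TPM (odds ratio 2.87) and 0.0355 after quantile normalization (odds ratio 3.73). Whether the adjusted p lies under 0.05 thus depends on the scaling, but the odds ratio did not fall after median-of-ratios scaling or quantile normalization, which goes against scaling as the source of the excess. With no minimum fold change, 15 of 55 genes passed as higher (odds ratio 0.809, adjusted p = 0.675), so the excess depends on that threshold. The adjusted p was 0.0362 with 1 gene kept per set of identical values and 0.0053 among genes with a mean of at least 5 FPKM. Its range over the 20 alternatives was 0.0053 to 0.675. For those that fell, it was 1.71e-07 after median-of-ratios scaling and 6.25e-05 with 1 gene kept per set of identical values, but 0.131 among genes with a mean of at least 5 FPKM, where 2 of the 7 genes were left and the odds ratio was 5.87. With a mean of at least 1 FPKM it was 0.000204 (odds ratio 10.6), and its range over the 20 alternatives was 5.08e-08 to 0.131. An effect of low values is not excluded by these filters. ugt-19 rose most, by 3.00 on the log2 scale, and ugt-4 had the lowest log2 fold change, -2.51.

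Glutathione S-transferase genes were higher in 5 of 37 cases (odds ratio 4.04, adjusted p = 0.0302), namely gst-9, gst-17, gst-38, gst-7 and gst-5, the last 2 named after their values were seen. The adjusted p was 0.0139 after median-of-ratios scaling, 0.0295 with 1 gene kept per set of identical values and 0.0054 among genes with a mean of at least 5 FPKM. It ranged from 0.00231 to 1 over the 20 alternatives. In 5 of them it was 0.05 or above, among them a pseudocount of 0.01 (0.12) and an adjusted p under 0.05 for the single genes (0.0891). With no minimum fold change, 12 of 37 genes passed as higher and the odds ratio was 1.04, so the excess depends on that threshold. An absolute log2 fold change above 2 left 1 gene (odds ratio 2.08, adjusted p = 0.928). gst-4, the gene behind the reporter of S2B Fig, had a log2 fold change of -0.23.

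Of 6 vitellogenin genes tested, vit-3 and vit-4 (2 genes) passed as lower (odds ratio 35.6, adjusted p = 0.00843). Their log2 fold changes were -1.40 and -1.38. The adjusted p was 0.0139 after median-of-ratios scaling, 0.00833 with 1 gene kept per set of identical values and 0.0053 among genes with a mean of at least 5 FPKM. It ranged from 0.0048 to 1 over the 20 alternatives and was 0.05 or above in 9 of them, in most of which vit-4 no longer passed. vit-5 and vit-2 had log2 fold changes of 1.20 and 0.98 without passing, so the family did not move in 1 direction.

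snb-1, the reference gene of the paper's qPCR, was higher in the libraries labelled let-607 RNAi, at 230.4 ± 6.65 FPKM against 155 ± 6.46 FPKM (SD, n = 3 each). Its log2 fold change was 0.57 (standard error 0.04, adjusted p = 0.000218 from limma), and it was higher in 3 of 3 libraries. After median-of-ratios scaling the adjusted p was 0.000402, within a range of 0.00014 to 0.00239 over the 11 alternatives that kept all 6 libraries, so scaling between libraries did not account for the difference in full. Whether snb-1 also differed in the RNA used for qPCR is not known.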

How the results depend on the processing

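The alternatives for each result were chosen before the data were examined, except protein-coding genes as the background of the family tests, which was chosen after seeing the data and gave odds ratios of 16.195, 6.74, 7.97 and 3.77 among genes that fell for C-type lectin, innate immune effector, cytochrome P450 and peptidase genes. Over 12 main results and the alternatives that kept all 6 libraries, 139 values kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times the count reported), 8 kept their direction only, 10 counts moved further and 2 reversed. Among 81 single genes, 836 values stayed on the same side, 17 kept their direction only and 9 reversed, and 65 of the genes stayed on the same side in every alternative that gave a value, those with one library left out included. The cause of the changes given below was not tested.

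Testing only genes with a mean of at least 5 FPKM gave 275 genes higher and 124 lower, 37 of the genes shared with the DAF-16 class I targets (all 37 that the filter leaves) and 314 of the genes in S1 Table. No minimum fold change gave 4892 genes higher and 1759 lower. An absolute log2 fold change above 2 gave 204 genes higher and 56 lower, 30 of the shared genes and 213 of the genes in S1 Table, and left no gene of the cytochrome P450 or peptidase families among those that fell, an odds ratio of 0 for each. The odds ratio of cytochrome P450 genes was 4.18 (adjusted p = 0.101 by Fisher's exact test) with a pseudocount of 1, and that of peptidase genes 2.67 (adjusted p = 0.0527) after quantile normalization. Over the 6 fits that each left out one library, between 538 and 630 genes were higher and between 198 and 225 lower, the odds ratio of innate immune effector genes ranged from 3.14 to 5.09 (adjusted p from 0.00551 to 0.0882) and that of peptidase genes from 3.03 to 3.73 (adjusted p from 0.0183 to 0.0559).

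Median-of-ratios scaling moved the median log2 fold change of all genes from 0.12 to 0.0051 and quantile normalization to -0.025. With these 2 settings the log2 fold change of let-607 was 0.18 (adjusted p = 0.151 from limma) and 0.22 (adjusted p = 0.103), and that of sms-5 1.30 (adjusted p = 0.109) and 1.18 (adjusted p = 0.141). sms-5 was at 0.77 (adjusted p = 0.0794) with a pseudocount of 1 and at 1.41 (adjusted p = 0.104) without a trend, and a mean of at least 5 FPKM left no value for it. With one library left out, let-607 ranged from 0.25 to 0.39 (adjusted p from 0.00601 to 0.117) and sms-5 from 1.08 to 1.92 (adjusted p from 0.0214 to 0.211), and each had an adjusted p above 0.1 in 4 of the 6 fits. Of the single genes, daf-16 reversed to -0.057 and -0.042 with these 2 settings, ckb-1 to -0.027 and -0.088, itr-1 to -0.037 and -0.086 and atf-6 to -0.11 and -0.17, while sod-3 reversed to -0.030 after quantile normalization. With one library left out, daf-16 ranged from -0.020 to 0.13, ckb-1 from -0.0060 to 0.15 and atf-6 from -0.037 to 0.076.

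A block for the replicate number gave 586 genes higher and 218 lower. Residual correlations between same-numbered libraries of the groups were -0.058, 0.003 and -0.018, so the numbers do not mark pairs in these values. The unknown depth limits results near 0 FPKM, where sms-5 and the pals genes lie.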

Differences from the paper's values

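The paper's qPCR reduction of let-607 mRNA is 75%, marked here as the paper's value, whereas the FPKM gave a reduction of -22.7%, which is a rise, and none of the alternatives set before the data were examined closed the gap. The paper's qPCR fold change of sod-3 is about 1.8 in Fig 2B, read by eye, against 1.12 in the FPKM. Of the alternatives, only the one without the third control library (1.22) counted as no difference, though it still lay below 1.8. The paper's qPCR fold change of sms-5 is about 5.1 in Fig 4B, read by eye, against 2.61 in the FPKM. Only the alternative without the second control library (4.67) closed the gap. Relative to snb-1, the reference of the paper's qPCR, the fold of sms-5 in the FPKM was 1.715, further from 5.1, and the groups overlapped.

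The following log2 fold changes compare S1 Table, as the paper's value, with the FPKM. The margin for counting a gap as closed was not the same for every value, so a closed gap does not mean equal values. For pals-14, 6.33 against 5.86 counted as closed, whereas 3.66 against 3.83 for pals-6 did not. Median-of-ratios scaling was the only alternative that closed the gap for hsp-3 (paper's value -0.27, here -0.13), hsp-4 (paper's value 0.28, here 0.41), asp-13 (paper's value -2.11, here -1.97), cpz-1 (paper's value -1.54, here -1.41), ilys-5 (paper's value -1.84, here -1.68), ugt-2 (paper's value 2.14, here 2.25) and cdr-4 (paper's value 4.69, here 4.82). After that scaling these genes were at -0.26, 0.28, -2.09, -1.53, -1.80, 2.13 and 4.70. Median-of-ratios scaling and other alternatives closed it for 6 more genes. They were clec-218 (paper's value -3.44, here -3.22; also a pseudocount of 0.01, quantile normalization, and leaving out the first control or the first let-607 RNAi library), cyp-35A3 (paper's value -1.44, here -1.27; also the same 4 alternatives), ugt-19 (paper's value 2.88, here 3.00; also a pseudocount of 1, quantile normalization, and leaving out the first control or the second let-607 RNAi library), ugt-53 (paper's value -2.28, here -1.99; also a pseudocount of 0.01 and quantile normalization), gst-38 (paper's value 1.43, here 1.57; also quantile normalization) and gst-10 (paper's value -1.25, here -1.12; also leaving out the first let-607 RNAi library).

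A pseudocount of 0.01 was the only alternative that closed the gap for ugt-4 (paper's value -3.54, here -2.51, with that pseudocount -3.26) and pals-14 (paper's value 5.86, here 3.80, with that pseudocount 6.33). For clec-168 (paper's value 2.96, here 2.56), a pseudocount of 0.01 (3.02) closed it, as did leaving out the second control library, the first let-607 RNAi library or the third. No alternative closed it for pals-6 (paper's value 3.83, here 3.66) or fbxa-163 (paper's value 5.12, here 3.90).

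The paper states that basal hsp-3 and hsp-4 were not significantly affected. Here hsp-4 had an adjusted p of 0.000421 and hsp-3 of 0.0624 from limma, both under the false discovery rate limit, with log2 fold changes under the fold limit. S1 Table gives the paper's adjusted p as 0.00104 for hsp-3 and 0.000331 for hsp-4, which are under that false discovery rate limit too. The paper states that let-607 RNAi lowered the mRNA of genes for phosphatidylcholine (PC) synthesis (S5B Fig). In the FPKM, pcyt-1 had a log2 fold change of 0.34 (adjusted p = 0.00201 from limma) and ckb-1 of 0.093 (adjusted p = 0.584), while sams-1 (-0.73), pmt-2 (-0.53) and cept-1 (-0.22) were lower. ckb-1 was at -0.027 after median-of-ratios scaling and -0.088 after quantile normalization. The paper states that sod-3 mRNA was induced, and here its log2 fold change of 0.16 had an adjusted p of 0.497. The paper lists cytochrome P450 among the families upregulated by LET-607. Here 12 cytochrome P450 genes passed as higher after let-607 RNAi and 5 as lower. Of all genes tested, 579 passed as higher and 216 as lower, so these counts do not show a family that mainly rose. The odds ratios of the family were alike, 7.85 among genes that rose and 7.66 among genes that fell. The excess among genes that fell goes with the paper's listing. Against 5 lower in each, the number that passed as higher was 13 after rescaling to TPM, 9 after median-of-ratios scaling and 7 after quantile normalization.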

Other observations

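Among the tests here, those on let-607, on the PC synthesis genes, on the scaling behind S1 Table, on the vitellogenin list and on neighboring genes were chosen only after the result was seen. Those on the counts and odds ratios over other splits, on genes with the highest means, on the major sperm protein list and on the size of the class I changes were not.

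The 10 splits of the 6 libraries into 3 and 3 include 4 that part all 3 same-numbered pairs, as the real one does, and 6 that keep 2 of them together. The real split gave 795 passing genes and the other 9 between 0 and 6. For the number of passing genes, for the genes shared with DAF-16 class I targets, for the genes in S1 Table and for the odds ratios of C-type lectin, innate immune effector, cytochrome P450 and peptidase genes among those that fell, 1 of the 4 splits gave a value as large, the real one. In the other splits no gene of these families passed, so their odds ratios were 0 or undefined. The share of splits cannot fall under 0.05 with this design, so it does not exclude chance.

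let-607 was 22.7% higher, not lower, in the libraries labelled let-607 RNAi. Exchanged labels would make T24B8.5 higher in these libraries, and its log2 fold change was -3.20, which goes against an exchange. After median-of-ratios scaling let-607 was at 0.18, still above 0, so scaling did not turn the direction. The paper's qPCR was measured relative to snb-1, and relative to snb-1 let-607 changed by -17.3%, lower in 3 of 3 libraries but far from the paper's reduction of 75%. The change of the reference gene therefore did not account for the difference in full. The direction relative to snb-1 shows nothing by itself, since any gene that rose by less than snb-1 comes out lower. Fragments of the fed double-stranded RNA could not be told from worm mRNA in values per gene, so that explanation was not tested.

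The PC synthesis genes of the paper's qPCR (sams-1, pmt-2, ckb-1, pcyt-1 and cept-1) were not all lower in FPKM, but relative to snb-1 all 5 of 5 were lower, each in 3 of 3 libraries, with changes from -59.8% for sams-1 to -15.1% for pcyt-1. A candidate explanation is that the reference gene snb-1 of the paper's qPCR changes. The same reference moves other genes away from the paper's qPCR, since relative to snb-1 sod-3 was at 0.75 and daf-16 at 0.702 of the control. snb-1 rose by more than 87.4% of the genes tested, so a lower value relative to it is common, and the test is a weak one.

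The median gene was higher in the libraries labelled let-607 RNAi, by 0.12 on the log2 scale. The 100 genes with the highest means took between 39.3% and 40.8% of the FPKM in the control libraries and between 36.9% and 37.4% in the let-607 RNAi libraries. With the genes tested scaled to equal sums in every library, the median was 0.17 with these 100 genes and 0.11 without them, so they accounted for part of the shift but not all of it. The fold changes in S1 Table differ from the log2 ratios of the FPKM by a median of -0.13, and after median-of-ratios scaling by -0.013. This is consistent with fold changes computed after a scaling between libraries, which was not compared with other causes.

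A difference in developmental stage was tested with lists of major sperm protein and vitellogenin genes against 10000 random lists of similar expression. The median log2 fold change of 31 major sperm protein genes was 0.68, at percentile 100.00, and 30 of them lay above the median of all genes. That of 6 vitellogenin genes was -0.20, at percentile 0.93. A shift of both lists in the same direction had been set as the mark of a stage difference and was not seen. That mark was poorly chosen, which was seen only after the values were, since a stage difference may raise one list and lower the other, and the lists did lie at opposite ends of the random lists. A difference in developmental stage between the groups is therefore not excluded.

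The genes shared with DAF-16 class I targets did not rise by more than the other genes S1 Table lists as upregulated, with medians of 1.82 over 70 genes and 1.71 over 377 genes (two-sided permutation test over genes, p = 0.45). Genes are not independent replicates.

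Genes that passed as higher lay next to each other in the genome in 97 pairs, against 15 to 32 pairs in the central 95% of 1000 random lists of similar expression (one-sided permutation p = 0.000999, the smallest that 1000 lists can give). With 1 gene kept per set of identical values there were 92 pairs, against 14 to 31. Random placement and identical copies did not account for the pattern in full. Reads shared between near-identical neighbors were not separated, so the pattern cannot be told apart from them.

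Other genes of the list of named genes had the following log2 fold changes, none of which reached an absolute value of 1 together with an adjusted p under 0.1. mtl-1, the gene behind the MTL-1::GFP reporter, was at 1.25 (standard error 1.06, adjusted p = 0.401 from limma), with 0.717 ± 0.660 FPKM in the control libraries and 1.29 ± 0.729 FPKM in the let-607 RNAi libraries (SD, n = 3 each). Its second control library was at 0 FPKM. With 1 library left out, the log2 fold change of mtl-1 ranged from 0.077 to 1.98. Over the 10 alternatives that kept all 6 libraries it ranged from 0.44 to 2.305. daf-16 was at 0.064 (adjusted p = 0.599 from limma), and pmt-1 was at -0.11 (adjusted p = 0.225). Of the ER UPR genes, ire-1 was at 0.30 (adjusted p = 0.00465 from limma), pek-1 at 0.50 (adjusted p = 0.00217) and xbp-1 at 0.41 (adjusted p = 0.00238), each higher in 3 of 3 libraries, and atf-6 was at 0.013 (adjusted p = 0.931), below 0 after median-of-ratios scaling and quantile normalization. hsf-1 was at 0.25 (adjusted p = 0.0406) and skn-1 at -0.12 (adjusted p = 0.138). Of the calcium signaling genes and their targets, egl-8 was at 0.25 (adjusted p = 0.00949), higher in 3 of 3 libraries, sca-1 at 0.12 (adjusted p = 0.0697), sgk-1 at 0.17 (adjusted p = 0.0749), pkc-2 at -0.12 (adjusted p = 0.304) and itr-1 at 0.084 (adjusted p = 0.459), the last below 0 after the same 2 scalings. Relative to the median of all genes tested, sca-1 was at -0.0023. Over the 11 alternatives that kept all 6 libraries, the lowest log2 fold changes were 0.0006 (sca-1), 0.0505 (sgk-1), 0.076 (hsf-1) and 0.0859 (egl-8). Their adjusted p from limma rose to as much as 0.994, 0.546, 0.478 and 0.248. Whether these genes had an adjusted p under 0.1 thus depended on the processing. For ire-1, pek-1 and xbp-1 it stayed at or under 0.0281 over the same alternatives. Of 20 heat shock genes tested, 7 passed as higher (odds ratio 14.0, adjusted p = 3.04e-05 by Fisher's exact test).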
